# Inter and transgenerational impact of H3K4 methylation in neuronal homeostasis

**DOI:** 10.26508/lsa.202301970

**Published:** 2023-05-24

**Authors:** Steffen Abay-Nørgaard, Marta Cecylia Tapia, Mandoh Zeijdner, Jeonghwan Henry Kim, Kyoung Jae Won, Bo Porse, Anna Elisabetta Salcini

## Abstract

Epigenetic marks and associated traits can be transmitted for one or more generations, phenomena known respectively as inter- or transgenerational epigenetic inheritance. It remains unknown if genetically and conditionally induced aberrant epigenetic states can influence the development of the nervous system across generations. Here, we show, using *Caenorhabditis elegans* as a model system, that alteration of H3K4me3 levels in the parental generation, caused by genetic manipulation or changes in parental conditions, has, respectively, trans- and intergenerational effects on H3K4 methylome, transcriptome, and nervous system development. Thus, our study reveals the relevance of H3K4me3 transmission and maintenance in preventing long-lasting deleterious effects in nervous system homeostasis.

## Abstract (precis)

The study highlights the importance of maintaining appropriate H3K4me3 levels to prevent negative impacts on nerve system homeostasis across generations.

## Introduction

Lying at the interface between the genome and the environment, the epigenome modulates transcriptional programs during development and throughout the life of an organism, in response to endogenous and exogenous cues. Epigenetic changes, including histones/DNA modifications and small RNAs, can alter genome functions without changing the underlying DNA sequence resulting in epigenetic phenotypes. Epigenetic phenotypes can span from one to numerous generations and their persistence over generations is used to define the epigenetic inheritance as intergenerational (if the epigenetic phenotype lasts one/two generations and derived from germ cell directly exposed to the cues) and transgenerational (if the epigenetic phenotype lasts beyond three generations and it is decoupled from germ cell exposure to the cues) (Perez & Lehner, 2019). How and if epigenetic modifications, and the memory of experiences they might encode, are transmitted together with epigenetic traits across generations are key questions in biology that recently have attracted much attention (Liberman et al, 2019; Perez & Lehner, 2019; Senaldi & Smith-Raska, 2020; Fitz-James & Cavalli, 2022).

In the context of neuronal development and neuronal diseases, epidemiological studies suggest that parental conditions could have an impact on the formation of the nervous system in children (Parner et al, 2012; Noble et al, 2015; Sandin et al, 2016; Golding et al, 2017; Kim et al, 2021; Tooley et al, 2021) and that grandparental age or tobacco consumption might be correlated to neurodevelopmental disorders in grandchildren, such as autism (Frans et al, 2013; Golding et al, 2017; Gao et al, 2020; Xiao et al, 2021). Whether environmental stimuli increase the risk of neurodevelopmental disorders is currently under debate (Ciptasari & van Bokhoven, 2020). On the other hand, the establishment and maintenance of a proper epigenetic landscape is considered of paramount importance during development of the nervous system, as inherited or de novo mutations in chromatin regulators represent the second most-associated category found in neurodevelopmental disorders (LaSalle et al, 2013; De Rubeis et al, 2014; Pinto et al, 2014; Iwase et al, 2017; Gabriele et al, 2018; Satterstrom et al, 2020; Mossink et al, 2021; Reichard & Zimmer-Bensch, 2021). Among them, mutations in almost all members of the COMPASS complex, a highly conserved multi-subunit complex that methylates histone 3 Lysine 4 (H3K4), are frequently reported (Miller et al, 2001; Robert et al, 2014; Collins et al, 2019). The importance of the trimethyl form of H3K4 (H3K4me3), associated with active gene transcription (Liu et al, 2005; Barski et al, 2007; Zhang et al, 2009; Beurton et al, 2019), for proper brain development is also testified by significant changes during cerebral cortex remodeling in early human life (Shulha et al, 2013) and by studies in mouse models in which deregulation of H3K4 methylation patterns results in neuronal developmental defects and memory deficits (Kim et al, 2007; Gupta et al, 2010; Kerimoglu et al, 2013; Ancelin et al, 2016; Wasson et al, 2016).

With conserved epigenetic machinery and a short generation time, *Caenorhabditis elegans* (*C. elegans*) has proven to be an invaluable tool to study epigenetic inheritance (Perez & Lehner, 2019; Baugh & Day, 2020). A body of recent literature revealed how different behaviors, such as chemotactic and pathogenic avoidance, can be inherited in a transgenerational manner via small RNA-related mechanisms (Moore et al, 2019; Posner et al, 2019). As all behaviors are rooted in the nervous system, it is reasonable to postulate that epigenetic changes might control neurodevelopment across generations. H3K4 methylation, mainly deposited by the catalytic subunits of the COMPASS complexes SET-2 (SETD1A-B/KMT2E-F) and SET-16 (MLL1-4/KMT2A-D) (Pedersen & Helin, 2010, Xiao et al, 2011), and removed by RBR-2 and SPR-5 demethylases (Christensen et al, 2007; Katz et al, 2009), has been suggested to function as a molecular memory in *C. elegans* because perturbation of H3K4 level has transgenerational effects on fertility, lifespan, and fat storage (Katz et al, 2009; Greer et al, 2011, 2016; Nottke et al, 2011; Han et al, 2017; Wan et al, 2022) but, so far, not implicated in the transmission of neurodevelopmental defects over generations.

We previously reported that the H3K4me3 regulatory machinery controls nervous system development in *C. elegans* (Mariani et al, 2016; Riveiro et al, 2017; Abay-Nørgaard et al, 2020) by showing that proper regulation of H3K4me3 levels is required for correct axon extension of PVQs, two bilateral interneurons that project their axons in the left and right fascicles of the ventral nerve cord during embryogenesis (Durbin, 1987; Bülow et al, 2004; Boulin et al, 2006; Torpe & Pocock, 2014). Here, we show that the developmental PVQ defects derived by genetic perturbation of H3K4me3 levels are transgenerationally inherited, together with aberrant H3K4me3 levels and transcriptome, establishing a model for understanding how heritable chromatin modifications affect neurodevelopment. We also provide evidence that parental conditions can embed H3K4me3 changes in the epigenome, with intergenerational effects on PVQ axon guidance and transcription that are SET-2 dependent. Thus, perturbation of H3K4 methylation level, related to mutations in H3K4 regulators and to certain conditions, can have inter and transgenerational consequences on neuronal development.

## Results

### H3K4 methylation-related axon guidance defects can be inherited in a transgenerational manner

We previously demonstrated that loss/inactivation of most of the H3K4 methylation regulators, including *set-2*, *set-16*, and core components of the COMPASS complexes, resulted in failure of the PVQ neurons to properly project their axons (here defined as PVQ axon guidance defect/phenotype, Fig 1A) (Abay-Nørgaard et al, 2020). To study the inheritance pattern of the *set-2*-related PVQ phenotype across generations, we used a genetic crossing strategy (Fig 1B). We crossed WT males with *set-2(zr1208)* hermaphrodites (carrying a point mutation in a conserved residue of the SET domain [Y1397F] resulting in strong H3K4me3 decrease [Fig S1A]) and examined the PVQs in cross-generated descendant lines, either homozygous mutant (MUT-des) or wild type (WT-des). As homozygous lines are established in the second generation (F2), we analyzed the third generation (F3) (Fig 1B). We observed remarkable PVQ phenotypic heterogeneity in MUT-des lines after outcrossing (Fig 1C, see the Materials and Methods section for statistical approach). However, the lines gradually acquired the PVQ defects over generations and all presented a significant PVQ phenotype at the F6 generation (Fig 1C). From the same outcross, we followed independent WT-des lines. Seven out of the 40 WT-des F3 lines tested (17.5%) exhibited significant PVQ defects (Fig 1D). One of the WT-des lines had a persistent PVQ phenotype up to F4 (Fig S1B) that disappeared at F5 (8%, n = 50). The evidence that, at F5, all WT-des lines show no PVQ defects indicates that these defects are not linked to an extraneous mutation. The persistent PVQ phenotype was also observed in F3 WT-des when *set-2(zr1208)* mutant males were crossed with WT hermaphrodites (Fig S1C), although at low penetrance, and when using another catalytic-inactive *set-2* mutant allele for the crossing, *set-2(zr2012)* (Figs 1E and S1A and D). Overall, these results suggest that a parental mutation in the catalytic domain of *set-2* can affect PVQ axon guidance for several generations, despite the descendants carrying WT alleles. To reinforce the notion that this effect is related to changes on H3K4 methylation, we used the same cross strategy with an *ash-2* mutant, a core component of the COMPASS complex, also reported to have a PVQ defect (Abay-Nørgaard et al, 2020) (mean ± sem: 35% ± 1.7%, n = 150) and to affect H3K4me3 levels (Miller et al, 2001). WT-des lines derived from *ash-2* crosses show inheritance of the PVQ defects in F3 and F4 (Figs 1F and S1E). In one line, the phenotype persisted in F5 and disappeared in F6 (F5 18%, n = 50, F6 6%, n = 50). To exclude the possibility that the phenotypic heterogeneity observed could be related to the crossing procedure or to statistical limitations, we crossed WT males with WT hermaphrodites and analysed the PVQs in descendant lines (wt-ctrl). All 38 wt-ctrl lines tested did not show statistically significant PVQ defect at F3 generation (Fig 1G). Finally, we analysed F3 WT-des lines derived from crossing WT males with *unc-6* mutant hermaphrodites, lacking netrin, a signaling molecule required for proper PVQ axon guidance, with a highly penetrant PVQ phenotype (mean ± sem: 82% ± 1.8%, n = 150) (Hutter, 2003). All 26 F3 WT-des lines analysed showed no PVQ defects (Fig 1H), indicating that the persistence of the PVQ phenotype over generations is specific for mutants of H3K4me regulators.

**Figure 1.**
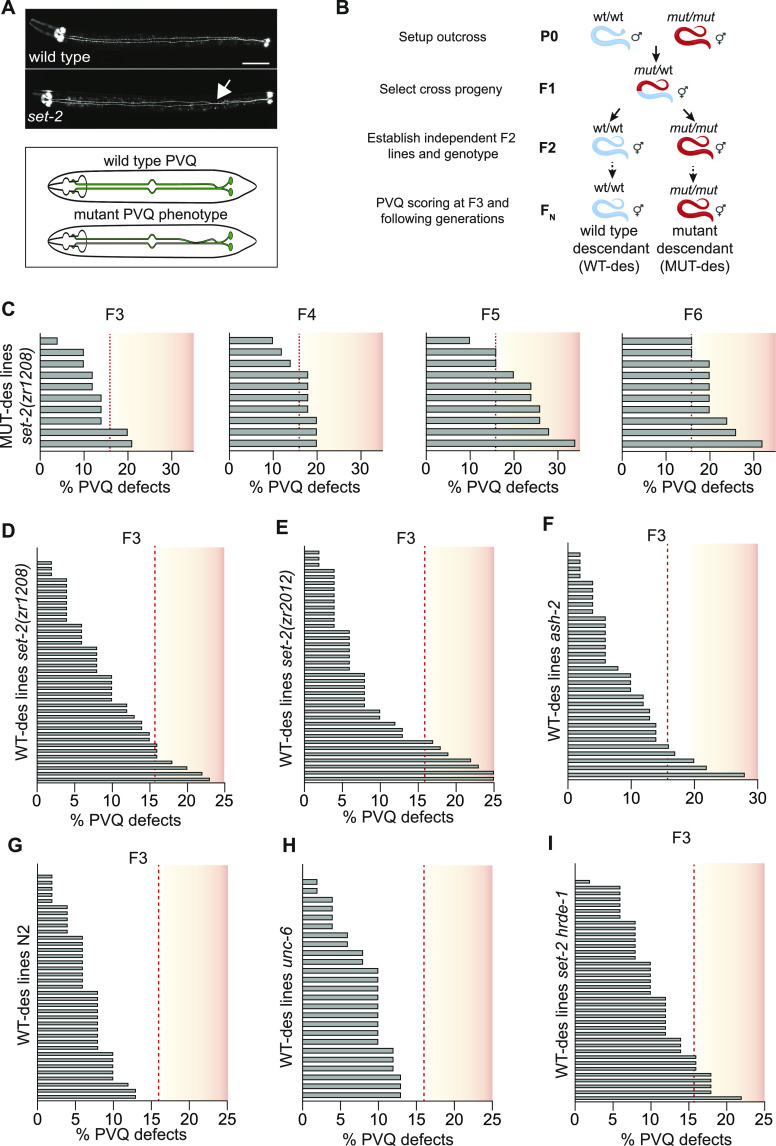
Transgenerational effects of H3K4me3 modifiers on PVQ development. **(A)** Top: ventral view of transgenic animals expressing *oyIs14* fluorescent reporter visualizing PVQ neurons in WT (top) and in *set-2(zr1208)* mutant (bottom). In WT, PVQ cell bodies are positioned posteriorly and their axons project anteriorly on each side of the ventral midline. In *set-2* mutants, the axon of left PVQ fails to respect the midline and defasciculates to the right ventral nerve cord (designated by white arrow) to later returns. Posterior is on the right. Scalebar 50 μm. Bottom: schematic depiction of WT and mutant PVQs. **(B)** Schematic depiction of the outcrossing strategy employed to follow wild-type descendants (WT-des) and mutant descendants. P_0_ is the crossed parental generation. F_1_ is the first generation where cross-progeny is selected, and hermaphrodites are left to self-fertilize. F_2_ is the second generation from which independent lines are established. F_N_ is the third and subsequent generations. **(C)** PVQ defects at indicated generations of independent mutant descendants lines from WT males crossed with *set-2(zr1208)* hermaphrodites. The number of lines with defects increases over generations, from two lines in the third generation (F3) to all 10 lines in the sixth generation (F6). **(D)** PVQ defects in F3 WT-des independent lines, from WT males crossed with *set-2(zr1208)* hermaphrodites. **(E)** PVQ defects in F3 WT-des independent lines, from WT males crossed with *set-2(2012)* hermaphrodites. **(F)** PVQ defects in F3 WT-des independent lines, from WT males crossed with *ash-2(tm1905)* hermaphrodites. **(G)** PVQ defects in F3 WT-ctrl independent lines, from WT males crossed with WT hermaphrodites. Zero lines are significantly different compared with WT. **(H)** PVQ defects in F3 WT-des independent lines coming from WT males crossed with *unc-6(ev400)* hermaphrodites. Zero lines are significantly different compared with WT. **(I)** PVQ defects in F3 WT-des independent lines, from WT males crossed with *set-2(zr1208) hrde-1(tm1200)* hermaphrodites. In C-I, each grey bar represents the scoring from a single independent line coming from 1-d-old hermaphrodites (n = 50–52). Phenotypic threshold (red stippled line) is defined as the lowest PVQ penetrance required for an independent line (n = 50–52) to be significant different (*P* < 0.05) from the WT PVQ penetrance defect (6%, n = 200) using chi-square method or Fisher’s exact test.

**Figure S1.**
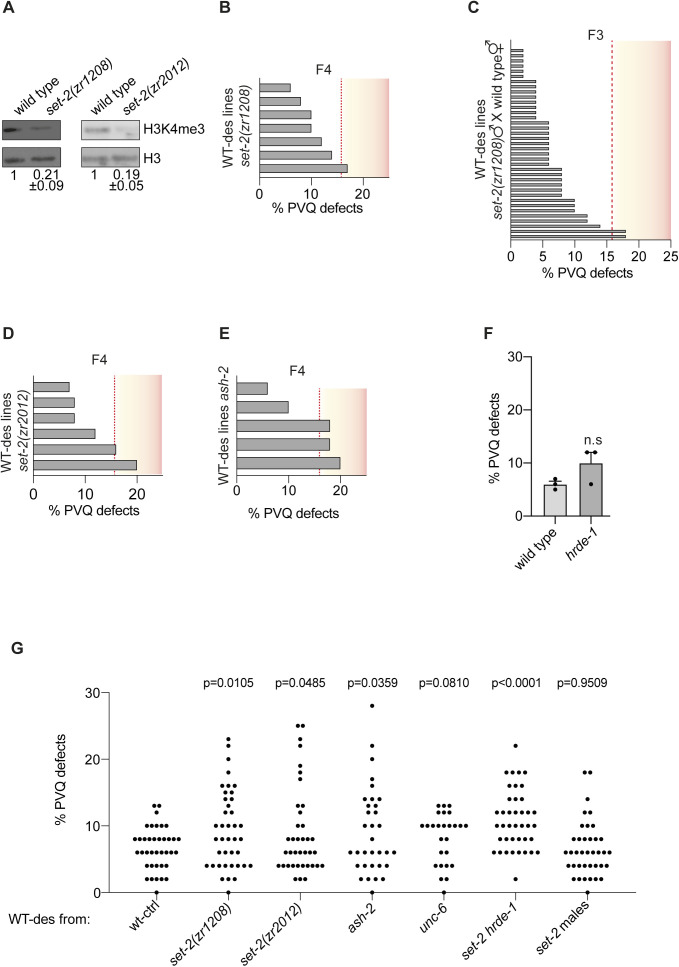
H3K4me3 levels in *set-2* mutants and PVQ defects in H3K4me3 modifiers at different generations. **(A)** Western blots of H3K4me1/2/3 in WT and *set-2(zr1208)* mutants (left) and in WT and *set-2(zr2012)* mutants (right). H3 was used as loading control. Western blots were carried out at least three times and numbers underneath represent mean levels ± SEM. **(B)** PVQ defects in WT-des lines at the fourth (F4) generation. Seven WT-des-independent lines from WT males crossed with *set-2(zr1208)* hermaphrodites with PVQ defects at the third generation were analysed. **(C)** PVQ defects in WT-des lines at third (F3) generation. 38 independent lines from *set-2(zr1208)* males crossed with WT hermaphrodites. Two lines are significantly different compared with WT. **(D)** PVQ defects in the WT-des fourth (F4) generation. Six independent lines from WT males crossed with *set-2(zr2012)* hermaphrodites with PVQ defects in the third generation were analysed. Two lines are significantly different compared with WT. **(E)** PVQ defects in the WT-des fourth generation. Five independent lines from WT males crossed with *ash-2(tm1905)* hermaphrodites with PVQ defects in the third (F3) generation were analysed. Three lines are significantly different compared with WT. **(F)** PVQ defects in WT and *hrde-1(tm1200)* mutants. n ≥ 150 pr. condition. n.s, not statistically significant compared with WT. Data are expressed as mean ± SEM. Each black dot represents an independent experiment. Statistical significance was assessed using *t* test comparing with WT-ctrl. **(G)** Summary of the PVQ defects in experiments presented in Figs 1D–I and S1C. Each black dot represents an independent experiment (n = 50–52). Statistical significance and *P*-value were assessed using *t* test. In (B, C, D, E), every grey bar represents the scoring from a single independent line coming from 1-d-old hermaphrodite (n = 50–52). Phenotypic threshold (red stippled line) is defined as the lowest PVQ penetrance required for an independent line (n = 50–52) to be significantly different (*P* < 0.05) from the WT PVQ penetrance (6%, n = 200) using chi-square method or Fisher’s exact test.

These results indicate that the PVQ phenotype, observed when H3K4 methylation machinery is compromised, can be transgenerational inherited in genotypically WT descendants.

### Aberrant H3K4me3 levels are transmitted and affect the transcriptome over generations

Our crossing experiments suggest the presence of a *set-2*-dependent information passing between generations, required for proper PVQ development. Given that small RNAs have previously been linked in the inheritance of environmentally induced phenotypes in *C. elegans* (Rechavi et al, 2014; Posner et al, 2019; Toker et al, 2022), we tested if the mediator of small RNA inheritance, *hrde-1*, was implicated in the inheritance of the PVQ phenotype. Mutants of *hrde-1* (deficient in inheriting small RNAs (Rechavi et al, 2014) do not show PVQ axon defects (Fig S1F). Furthermore, by using the same crossing strategy described above with a *set-2 hrde-1* double mutant, we observed persistent PVQ defects in F3 WT-des lines, with eight out of 40 lines (20%) inheriting the PVQ defects (Fig 1I). Therefore, we concluded that that small RNAs are not required for the inheritance of the PVQ phenotype observed in WT descendants. Complete data of the crossing experiments are presented in Table S1 and statistical analyses at total population level are summarized in Fig S1G. It should be noted that, at the population level, *set-2*, *ash-2,* and *set-2 hrde-1* mutants show significant PVQ defects compared with wt-ctrl and *unc-6*, but that the inheritance through male is not statistically significant, suggesting that the inheritance is likely occurring through the oocyte.

Table S1. PVQ scoring. The table shows the scoring results of PVQ defects at the L4 stage in all transgenerational experiments presented. Penetrance of the PVQ phenotype is expressed in % (defective animals/total animals).

We next asked if H3K4me3 is the transmitted signal and whether a parental *set-2* mutation has effects on the H3K4me3 levels across generations. To this end, we examined the global level of H3K4me3 in WT-des and MUT-des lines derived from crossed *set-2(zr1208)* at F3 and F5 generations by spike-in H3K4me3 chromatin immunoprecipitation and sequencing (ChIP-seq). We failed to obtain enough material from mid-embryos, when PVQ axons extend, therefore, we used chromatin extracted from L4 stage animals yielding H3K4me3 profiles comparable with those previously reported Jänes et al (2018). We identified a set of high-confidence H3K4me3 peaks in each condition and combined these to generate a union of peaks (all peaks) which were used for downstream analysis. As expected, principal component analysis (PCA) of ChIP-seq data revealed that WT-des and MUT-des were in distinct clusters (Fig 2A), and that H3K4me3 levels were reduced in mutant descendants compared with WT descendants at any generation tested (Fig 2B and C). Heatmaps and tracks of H3K4me3 in different WT-des and MUT-des lines are shown in Figs S2A and B.

**Figure 2.**
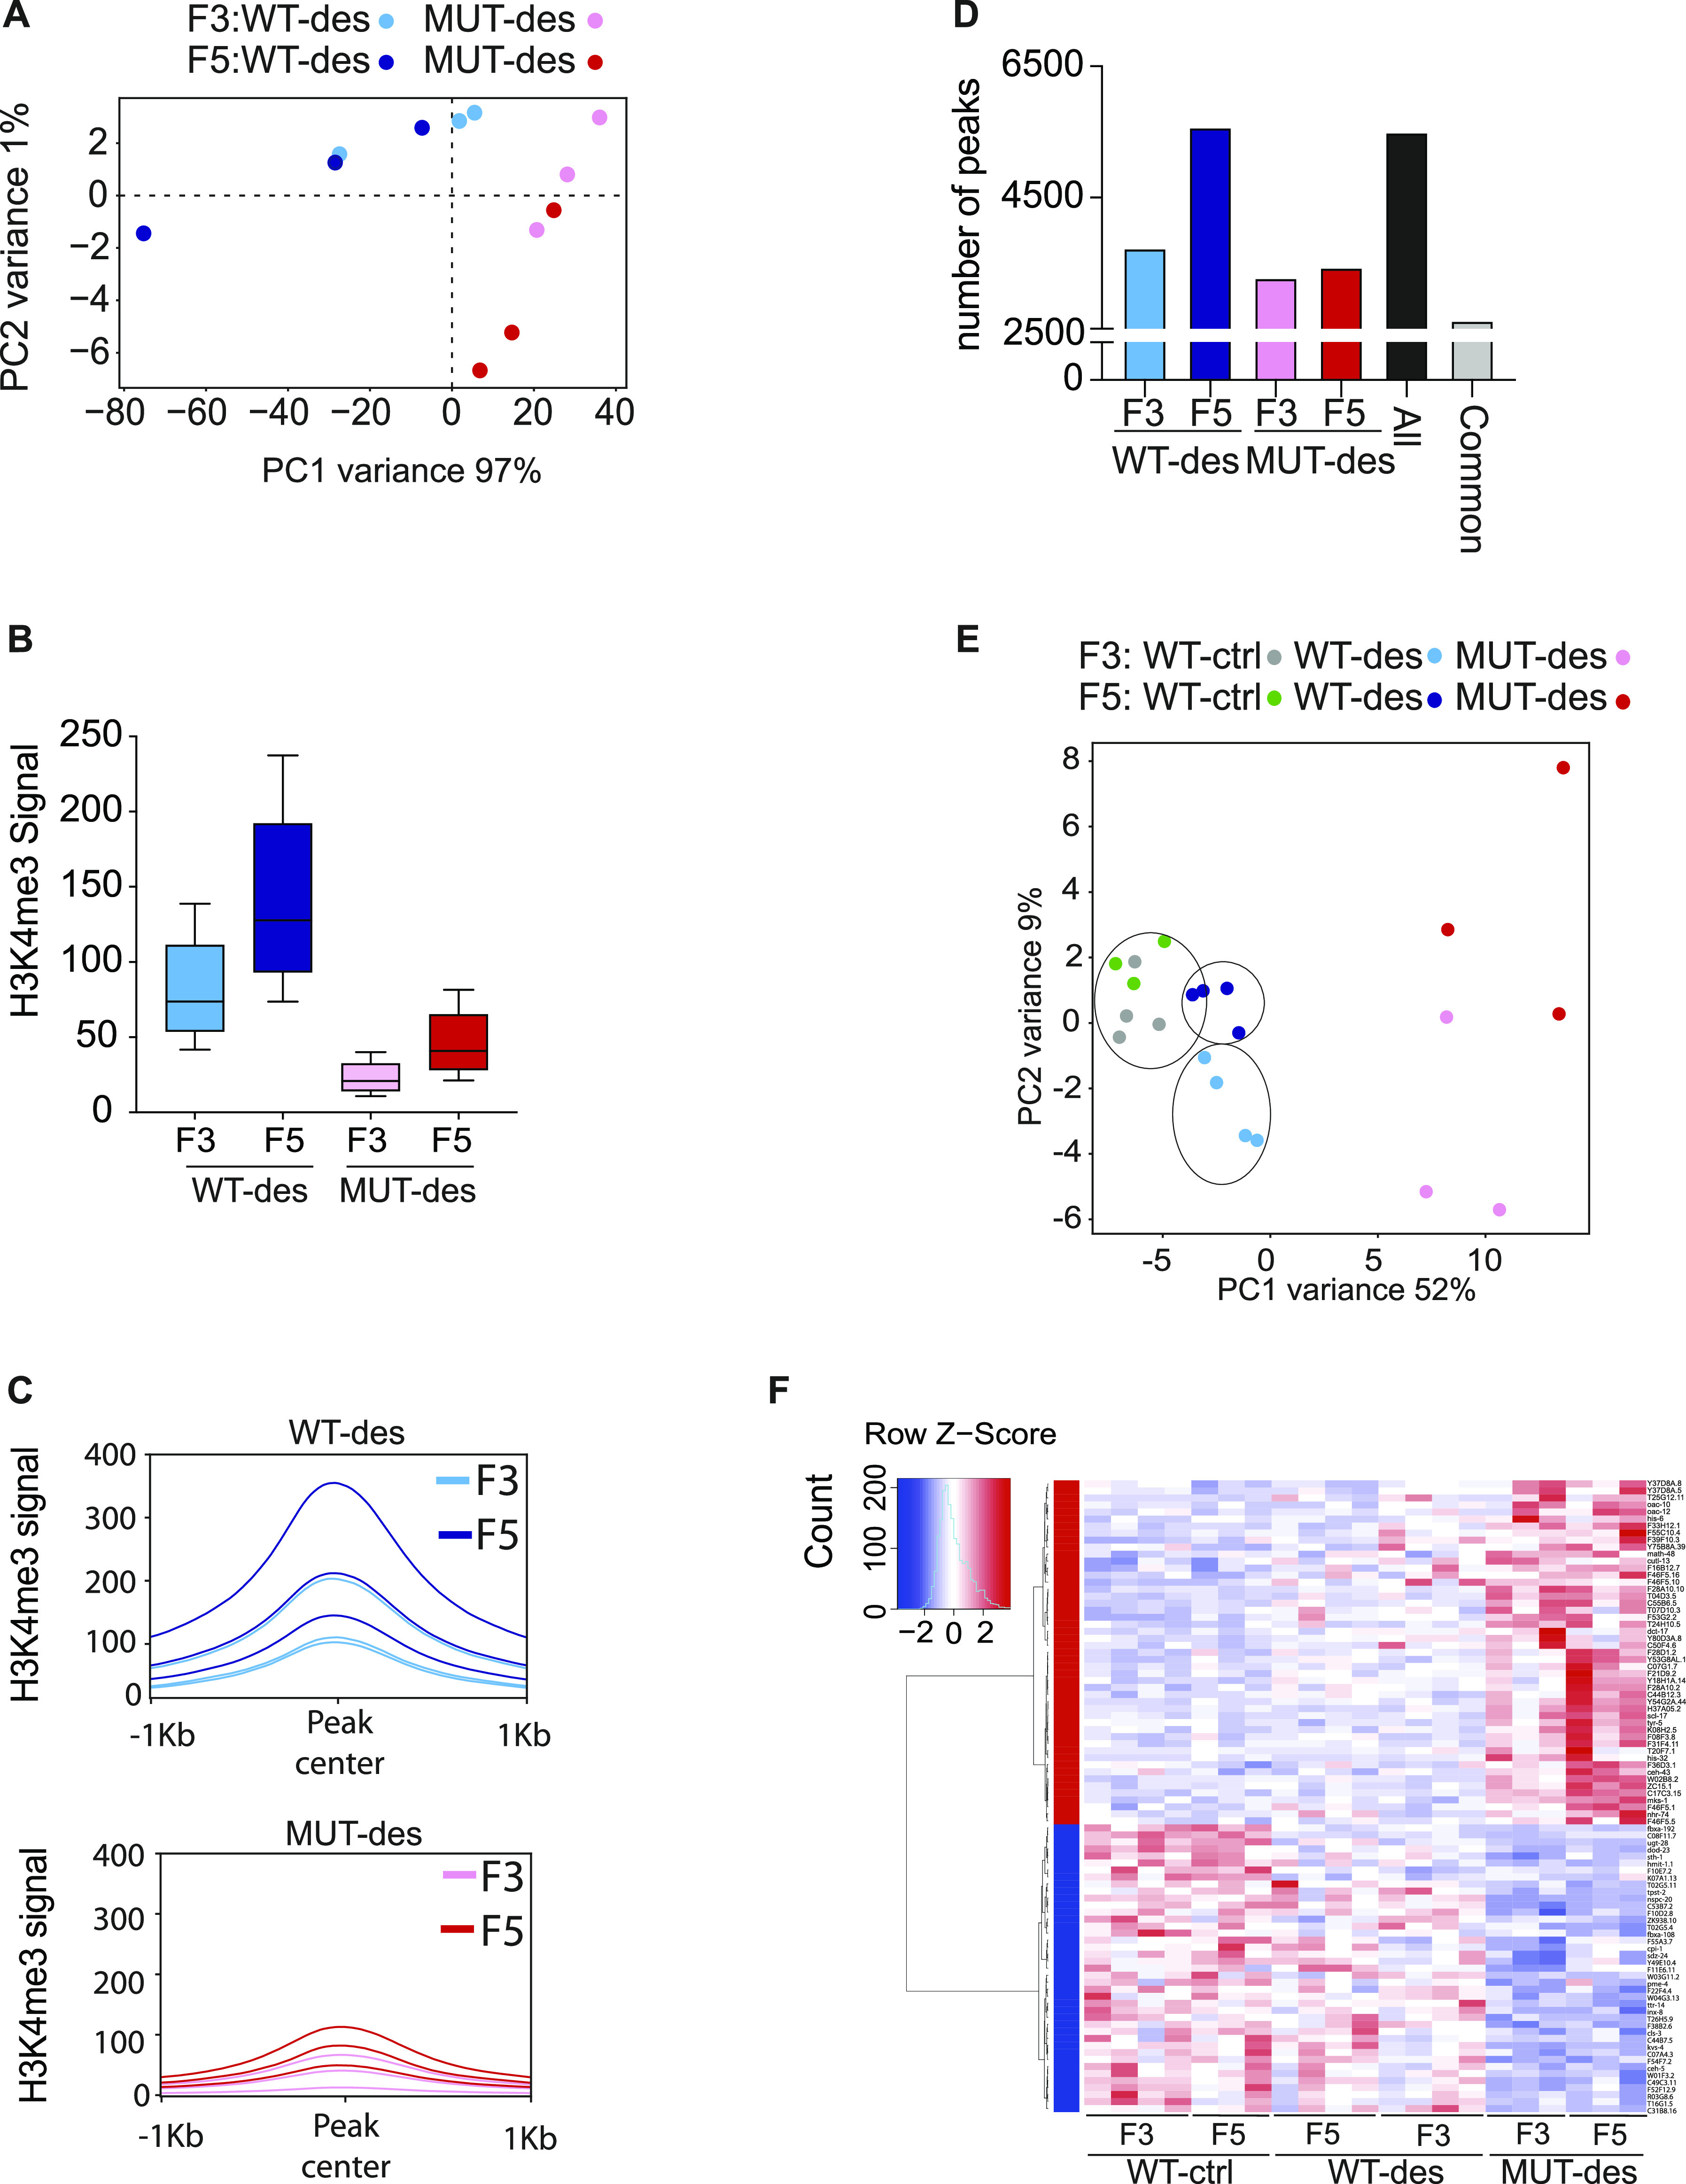
H3K4me3 and transcriptome changes in descendants. Wild-type descendant (WT-des) and mutant descendant (MUT-des) lines originates from crossing WT males with *set-2(zr1208)* hermaphrodites. **(A)** Principal component analysis of H3K4me3 ChIP-seq data from WT-des and MUT-des lines at F3 and F5 generations. **(B)** Box plot of median H3K4 signal (all peaks) based on H3K4me3 ChIP-seq data from F3 and F5 generations in WT-des and MUT-des lines. Boxes are 25^th^ to 75^th^ percentile, whiskers represent min and max. **(C)** H3K4 profile plots based on H3K4me3 ChIP-seq data from independent samples from WT-des and MUT-des lines at F3 and F5 generations. **(D)** Number of H3K4me3 peaks in WT-des and MUT-des lines at F3 and F5 generation. All peaks: union of peaks found in all conditions. Common peaks: overlapping peaks in all conditions. **(E)** Principal component analysis of mRNA expression the L4 stage in WT-des, MUT-des, and WT-ctrl at F3 and F5 generations. Every dot is an independent line. WT-ctrl originates from WT males crossed with WT hermaphrodites. **(F)** Heatmap based on RNA-seq data showing up- and down-regulated genes at the L4 stage in F3 and F5 descendants. The genes shown are differentially regulated between WT-ctrl (F3 and F5) and MUT-des (F3 and F5). Gene expression is shown as a relative Z-score across samples.

**Figure S2.**
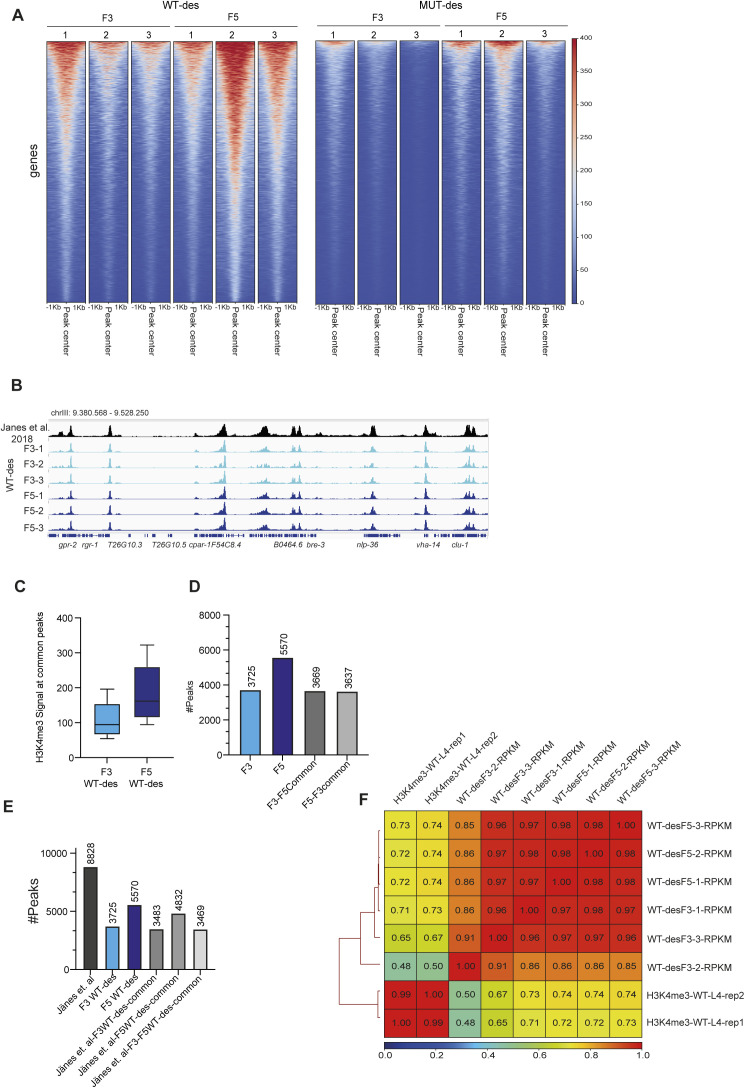
ChIP H3K4me3 analyses. **(A)** H3K4me3 ChIP-seq heatmap generated from three F3 and F5 WT-des and MUT-des lines. The signal is plotted over the peak center (peak center ±1 kb). **(B)** H3K4me3 tracks in WT-des F3 and F5 compared with Jänes et al (2018). L4 stage. **(C)** Box plot of median H3K4 signal at F3–F5 common peaks, based on ChIP-seq data from WT-des lines at F3 and F5 generations. Boxes are the 25^th^ to 75^th^ percentiles, whiskers represent min and max. **(D)** Number of peaks based on H3K4me3 ChIP-seq data in WT-des lines at F3 and F5 generations. The number of peaks in common between F3 and F5 is also shown. **(E)** Number of peaks identified by H3K4me3 ChIP-seq in Jänes et al (2018) (L4 stage), and in WT-des lines at F3 and F5 generations. Common peaks between the groups are also reported. **(F)** Spearman correlation heatmap and hierarchical clustering of H3K4me3 ChIP-seq signal from Jänes et al (2018) (L4 stage), WT-des lines at F3 and F5 generations at common peaks between the three groups.

A minimal increase of H3K4me3 levels was observed in *set-2* mutant descendants at F5 generation compared with F3 (Fig 2B and C), suggesting a negligible compensatory contribution of other H3K4 methyltransferases to H3K4 deposition over generations. Surprisingly, in WT descendant lines, H3K4me3 levels increased substantially from F3 to F5 generations (Fig 2B and C) and more H3K4me3 peaks were recovered in F5, compared with F3 (Fig 2D), suggesting that H3K4me3, when lost, is slowly reestablished. The increase in H3K4me3 levels across generations of WT-des could also be seen when the analysis was limited to peaks common to both F3 and F5 WT-des (98% of all F3 peaks), indicating that the observed increase of H3K4me3 levels in the F5 WT-des is not only because of an increased number of H3K4me3 peaks in the F5 WT-des (Fig S2C and D). Furthermore, we found that the F5 WT-des H3K4me3 ChIPseq signal correlated stronger with previously published H3K4me3 ChIPseq data from WT L4 animals compared with F3 WT-des (Fig S2E and F). Taken together these results indicate that in WT descendants derived from an ancestral animal lacking SET-2 catalytic activity, the H3K4me3 signal increases over generations towards a more WT level.

To test if the different levels of transmitted H3K4 methylation signal affect the expression of protein coding genes, we performed RNA-seq in independent lines of WT (WT-ctrl, generated after crossing WT male with WT hermaphrodites), WT-des, and MUT-des, at F3 and F5 at the L4 stage. 

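The outcross RNA-seq comprised 22 libraries, from 4 WT-ctrl, 4 WT-des and 3 MUT-des lines at F3 and as many at F5, each made from 25 to 30 mid-L4 animals kept at 20°C. WT-des and MUT-des are the wild-type and the mutant homozygous lines derived from a cross of WT males to *set-2* hermaphrodites, which encodes an H3K4 methyltransferase of the COMPASS family. Reads were trimmed, aligned to the WS220 genome and counted per gene by the authors, and the deposited values are these raw counts per gene. Total counts per library ranged from 17070757 to 20446178 in WT-ctrl F3, from 21841063 to 23816348 in WT-des F3 and from 17727653 to 23528111 in MUT-des F3. At F5 they ranged from 18783510 to 25714270 in WT-des and from 22360740 to 25733464 in MUT-des. In WT-ctrl F5 the totals reached 20580483, with a median of 16557115, but replicate 2 held only 1271186. The paper shows 3 WT-ctrl libraries at F5 and reports a mean of 21.2 M reads per sample. The mean total count was 21.16 M without WT-ctrl F5 replicate 2, 20.25 to 20.56 M without replicate 1, 3 or 4 of that group, and 20.26 M over all 22 libraries. Outcross values are therefore given over the 21 libraries without that replicate, and over all 22 where the number of called genes is given. Counts were scaled by TMM and tested with the quasi-likelihood test of edgeR in a single fit of all groups, over 15872 genes, or 15828 with all 22 libraries. A gene was called differentially expressed at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction, the thresholds that the paper gives for this comparison. In counts with simulated changes, 41.8% of 2-fold and 100% of 4-fold changes between MUT-des and WT-ctrl were called. The changes were put only into genes with a mean of at least 50 counts, and a 2-fold change lies on the fold threshold itself. The labels number the libraries of a group as biological replicates and the paper describes independent lines, so each p measures the spread between lines. Whether the F5 libraries come from the same lines as the F3 ones is not given. Tests that use both generations treat their libraries as independent. According to the paper, the descendants sequenced came from 1 cross, so that spread does not cover differences between crosses, and a difference in strain background is not separated from one of descent. The library kit does not keep the strand, and near-identical genes such as histones, major sperm protein genes, collagens and F-box genes could share reads. The *set-2* gene itself has more than 1 entry in the counts and holds 0 to 6 counts per library, so its level could not be read.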

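Over the 21 libraries, the first principal component held 27.4% of the variance and the second 17.2%. Along PC1, F3 WT-des lay at −21.8 ± 21.4 (SD, n = 4) and F5 WT-des at 29.0 ± 9.61 (n = 4). WT-ctrl lay at −20.9 ± 13.9 (n = 4) in F3 and at 23.3 ± 24.2 (n = 3) in F5. MUT-des lay at −32.4 ± 33.2 in F3 and at 27.5 ± 12.0 in F5 (n = 3 each). The group means therefore fell on opposite sides by generation in WT-ctrl, in WT-des and in MUT-des. Only glb-1, a globin gene, was called between F5 and F3 WT-des, with 38.5 ± 6.92 CPM (SD, n = 4) against 15.7 ± 3.52 (n = 4) and a log2 fold change of 1.29 (standard error 0.18, edgeR adjusted p = 0.00917). In the 22 libraries glb-1 was again the only gene called, and 1801 genes in the 21 libraries and 1613 in the 22 had an unadjusted p under 0.05. DESeq2 called 172 genes in this comparison over the 22 libraries, and edgeR called 0 without WT-des F3 replicate 2 or WT-des F5 replicate 1 and 6 without WT-des F3 replicate 4. In MUT-des, 8 genes were called between F5 and F3, 5 of them higher and 3 lower, over the 21 libraries. Among these 8 genes were glb-1 and the cytochrome P450 gene cyp-37B1, which was higher in F5, with a log2 fold change of 2.03 (standard error 0.34, edgeR adjusted p = 0.0474). The small heat shock gene hsp-16.41 was lower in F5, with a log2 fold change of −4.16 (standard error 0.74, edgeR adjusted p = 0.0474). None was called in MUT-des between the generations over the 22 libraries by edgeR, where 2690 genes had an unadjusted p under 0.05 and DESeq2 called 287, and 64 and 90 were called without MUT-des F3 replicates 1 and 2. Between WT-ctrl F5 and WT-ctrl F3, edgeR called 0 genes, with 875 under an unadjusted p of 0.05 over the 21 libraries, and DESeq2 called 31 over the 22. In the plane of both components, the distance of WT-des lines from the mean of all WT-ctrl was 28.8 ± 20.9 (SD, n = 4) in F3 and 48.7 ± 13.7 (n = 4) in F5, a difference within the spread of the lines (exact permutation test, two-sided p = 0.171). With all 22 libraries, where the components held 32% and 18.9% of the variance, the distances were 39.3 ± 12.1 and 36.7 ± 9.12 (exact p = 0.743). Measured instead from the WT-ctrl mean of the same generation, the distances over the 22 libraries were 18.3 ± 9.53 in F3 and 46.8 ± 5.63 in F5 (exact p = 0.0286, the smallest that 4 lines against 4 allow), with WT-ctrl F5 replicate 2, at 174.1 on PC1, in the mean for F5. Over the 21 libraries, a setting chosen after the values were seen, they were 24.8 ± 13.1 in F3 and 37 ± 17.7 in F5 (exact p = 0.286).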

PCA of RNA-seq data revealed that the gene expression profiles of the F3 and F5 WT-des cluster in two similar, but distinct, transcriptomic groups (Fig 2E), with the F5 profile closer to WT-ctrl. Consistently, heatmaps of the expression levels of differentially expressed genes between WT-ctrl, WT-des, and MUT-des (Fig 2F) position F5 WT-des lines closer to WT-ctrl, suggesting that the transcriptomic profile of WT-des gradually, over generations, moves toward the pattern of expression of WT-ctrl. 

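Between MUT-des and WT-ctrl, with F3 and F5 weighted equally, 28 genes were called over the 21 libraries, 17 of them higher and 11 lower in MUT-des. The homeobox gene ceh-43, a Distal-less homolog, rose to 8.81 ± 2.03 CPM (SD, n = 6) against 3.69 ± 0.450 in WT-ctrl (n = 7), a log2 fold change of 1.25 (standard error 0.16, edgeR adjusted p = 0.000256). The MATH-domain gene math-48 rose as well, by a log2 fold change of 1.23 (standard error 0.14, edgeR adjusted p = 0.000119). So did nhr-74, a nuclear hormone receptor gene, his-6, a histone gene, and tyr-5, a tyrosinase gene, with log2 fold changes of 1.85 for nhr-74, 1.45 for his-6 and 1.12 for tyr-5 (standard errors 0.38, 0.31 and 0.22, edgeR adjusted p = 0.0411, 0.0458 and 0.0276). The F-box genes fbxa-192 and fbxa-108 fell in MUT-des, with log2 fold changes of −1.84 for fbxa-192 and −1.65 for fbxa-108 (standard errors 0.18 and 0.22, edgeR adjusted p = 2.62e-05 and 0.000592). The level of fbxa-192 was 1.53 ± 0.536 CPM (SD, n = 6) against 5.29 ± 0.764 in WT-ctrl (n = 7). The nematode-specific peptide gene nspc-20 fell the most among the genes named here, with a log2 fold change of −3.73 (standard error 0.59, edgeR adjusted p = 0.00634). Over all 22 libraries, 31 genes were called, 17 higher and 14 lower, and 27 of them were among the 28, and without MUT-des F5 replicate 3 the number was 20. The daf-16-dependent gene dod-23 was called lower over the 22 libraries, with a log2 fold change of −1.03 (standard error 0.21, edgeR adjusted p = 0.0245). Over the 21 libraries it was not called, at −0.96 (standard error 0.21, edgeR adjusted p = 0.058). Of 31 histone genes tested, 1 was called higher and 3 were when adjusted over the list alone, and 25 had a positive fold change, with a median of 0.53 on the log2 scale (limma camera adjusted p = 8.01e-10, adjusted p = 0.755 with an estimated correlation). Of 201 F-box and MATH/BTB genes, 1 was called higher and 2 were lower, the same counts as when adjusted over the list alone. Of 136 cuticle collagens and 68 ribosomal protein genes none was called by edgeR, with 15 and 2 under an unadjusted p of 0.05 and none called by DESeq2 over the 22 libraries. Their median log2 fold changes were −0.31 and −0.14 (limma camera adjusted p = 1.6e-07 and 4.2e-10, adjusted p = 0.755 with an estimated correlation for both). No vitellogenin gene of 5 was called by edgeR over either set of libraries, or by DESeq2, and their median was −0.85 over the 21 libraries, with 0 under an unadjusted p of 0.05 (limma camera adjusted p = 0.107, adjusted p = 0.999 with an estimated correlation). All 28 gene names that can be read in Fig 2F went in the direction drawn there, and 9 of them were called over the 21 libraries and 11 over the 22, but the paper chose these genes on the same libraries, so this is not independent evidence.
The position of each line between WT-ctrl and MUT-des was taken over the called genes, as the slope of its deviation from the WT-ctrl mean of its generation on the change from WT-ctrl to MUT-des. WT-des lines had slopes of 0.323 ± 0.0698 (SD, n = 4) in F3 and 0.290 ± 0.116 (n = 4) in F5 over the 21 libraries, and the generations did not differ beyond the spread of the lines (exact permutation test, two-sided p = 0.686). Every WT-des line lay above every WT-ctrl line of its generation (exact p = 0.0286 in F3 and 0.0571 in F5, the smallest that 4 lines against 3 allow). Over all 22 libraries the slopes were 0.300 ± 0.0672 in F3 and 0.374 ± 0.101 in F5 (exact p = 0.286), and MUT-des lines had 0.886 ± 0.114 and 1.11 ± 0.101 (n = 3 each). These genes were called on the same WT-ctrl lines, and in 100 simulated data sets in which WT-des did not differ from WT-ctrl the mean slope of WT-des was 0.0362 in F3 and 0.0727 in F5, with highest values of 0.170 and 0.197. Each gene was drawn on its own in these data sets. Variation that genes share between lines is therefore missing, and the range of slopes without a difference may be wider. With the genes called in the other generation over the 22 libraries the slopes were 0.217 ± 0.038 in F3, over 9 genes, and 0.552 ± 0.0959 in F5, over 5 genes (exact p = 0.0286). These are different genes, so this test does not separate the generations from the genes.

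**Figure D1:**
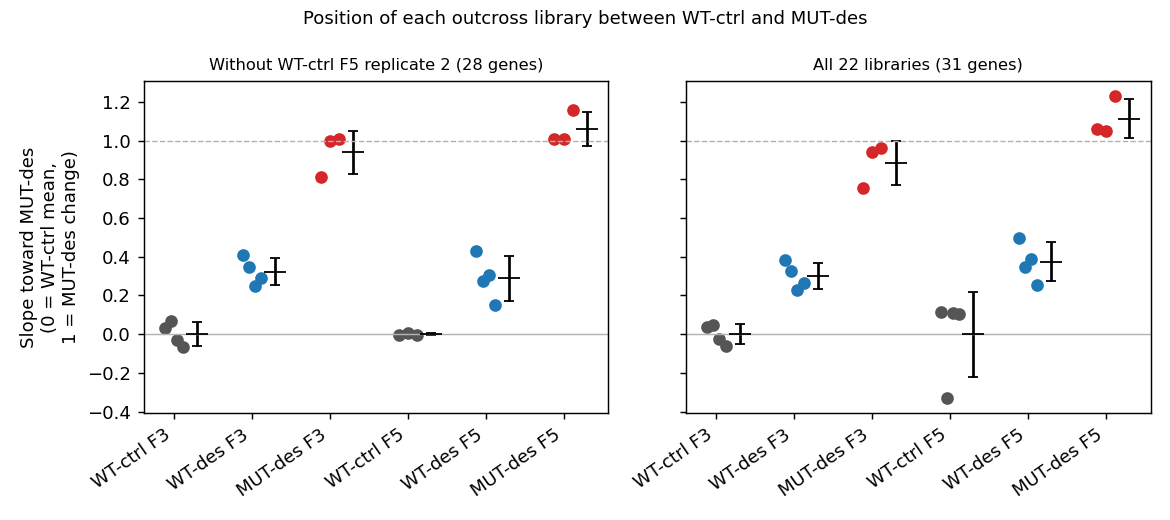
Position of each outcross library between WT-ctrl (0 on the y axis) and the change to MUT-des (1 on the y axis), as a slope without unit, by group on the x axis, without WT-ctrl F5 replicate 2 over 28 genes on the left and with all 22 libraries over 31 genes on the right. Dots are libraries and bars the mean ± SD. With all libraries, WT-des lines sit between 0.228 and 0.381 in F3 and between 0.256 and 0.499 in F5, and WT-ctrl F5 replicate 2 sits at −0.33.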

As we used L4 animals for these analyses, we did not identified genes involved in axon guidance, occurring during a specific stage of embryogenesis. Nevertheless, the results strongly suggest that WT descendants derived from a parental *set-2* mutant exhibit, at early generations, aberrant H3K4me3 level coupled to transcriptional defects.

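Of 55 axon guidance genes listed before the data were examined, 44 could be tested in the L4 libraries, and 10 of the 55 have more than 1 entry in the counts. None was called in MUT-des against WT-ctrl, in WT-des against WT-ctrl at F3 or in WT-des against WT-ctrl at F5, over 21 or 22 libraries, by edgeR or, over the 22, by DESeq2. None was called when adjusted over the list alone either. Over the 21 libraries, 2 of the 44 genes in MUT-des, 0 in WT-des F3 and 0 in WT-des F5 had an unadjusted p under 0.05. The median log2 fold change of the list was 0.035 in MUT-des, −0.060 in WT-des F3 and −0.039 in WT-des F5 (limma camera adjusted p = 0.766, 0.109 and 0.353). The netrin gene unc-6, a guidance cue for growing axons, had a log2 fold change of −0.15 (standard error 0.20, edgeR adjusted p = 1) in MUT-des. Of 14 pan-neuronal genes, which mark differentiated neurons, none was called in these 3 comparisons, and none had an unadjusted p under 0.05 over the 21 libraries.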

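In WT-des, 1 gene was called against WT-ctrl at F3 and 1 at F5 over the 21 libraries, and it was fbxa-192 both times, the F-box gene that was also lower in MUT-des. At F3 its level was 1.82 ± 0.473 CPM (SD, n = 4) against 5.37 ± 0.833 in WT-ctrl (n = 4), a log2 fold change of −1.56 (standard error 0.22, edgeR adjusted p = 0.0096). At F5 its level was 1.71 ± 0.295 CPM (SD, n = 4) against 5.18 ± 0.825 in WT-ctrl (n = 3), a log2 fold change of −1.60 (standard error 0.24, edgeR adjusted p = 0.0188). At F3, 273 genes and at F5, 232 genes had an unadjusted p under 0.05. Over all 22 libraries edgeR called 0 genes at F3, where 235 had an unadjusted p under 0.05, and 0 at F5, where 331 did. DESeq2 called 6 genes at F3 and 5 at F5 over the 22 libraries. The major sperm protein genes, which encode the motility and signalling protein of sperm, had no called member of 29 at F5 over the 21 libraries, with 0 under an unadjusted p of 0.05 and 0 called by DESeq2 over the 22. All 29 had a positive fold change, with a median of 0.30 on the log2 scale, or 0.18 over the 22 libraries (limma camera adjusted p = 2.12e-12 over the 21, adjusted p = 0.838 with an estimated correlation). Of 34 other sperm genes none was called and 1 had an unadjusted p under 0.05, at a median of 0.23 (limma camera adjusted p = 9.34e-09, adjusted p = 0.838 with an estimated correlation). At F3, 93 neuropeptide and insulin genes had a median of −0.18 (limma camera adjusted p = 8.76e-06, adjusted p = 0.642 with an estimated correlation) and 12 muscle genes a median of −0.26 (limma camera adjusted p = 0.00102, adjusted p = 0.642 with an estimated correlation). Of both lists none was called by edgeR, with 3 and 0 genes under an unadjusted p of 0.05, or by DESeq2 over the 22 libraries. At F5 the medians of these lists were 0.039 and 0.033, and below 0 over the 22 libraries (limma camera adjusted p = 0.528 and 0.781 over the 21). The major sperm protein genes were higher in median at F3 too, at 0.17 with 27 of 29 positive (limma camera adjusted p = 0.000391, adjusted p = 0.642 with an estimated correlation), and 17 oocyte and eggshell genes had a median of 0.34 at F3 (limma camera adjusted p = 0.00102, adjusted p = 0.642 with an estimated correlation). The difference between WT-des and WT-ctrl was also compared between F5 and F3 as an interaction, which called 0 genes over the 21 libraries, with 151 under an unadjusted p of 0.05, and 1 gene by DESeq2 over the 22. Tests on simulated counts called 49.3% of 2-fold and 98.5% of 4-fold changes in WT-des F3. All genes changed there had a mean of at least 50 counts. From the H3K4me3 levels, the clustering and the heatmap of these lines, the paper proposes that WT descendants of a *set-2* mutant parent carry altered H3K4me3 and altered transcription in early generations.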

### Parental conditions have intergenerational effects on axon guidance

Having established that proper PVQ axon guidance hinges on inherited H3K4me3 levels, we wondered if environmental conditions known to affect the epigenome, like food abundance and temperature (Rechavi et al, 2014; Ni et al, 2016; Klosin et al, 2017; Costello & Petrella, 2019; Delaney et al, 2019; Toker et al, 2022; Wan et al, 2022), could have a similar impact. We therefore examined the PVQ axon guidance in animals and/or their progeny exposed to starvation and high temperatures (Fig 3A). Whereas parental starvation had no effect on the PVQ neurons in F1 progeny (Fig 3B), temperature increase had a robust and immediate influence on PVQ development. When WT hermaphrodites at the L4 stage were shifted from the standard temperature of 20°C to a higher, still permissive, temperature of 25°C, defects in PVQ axon guidance were observed in their progeny (F1). Interestingly, the penetrance of the phenotype increased over time, reaching a plateau after two generations (Fig 3C). The PVQ phenotype was, however, not inherited in the progeny of animals resettled at 20°C (at L4 stage), after being exposed at high temperature for three generations (Fig 3C), indicating the need of a continuous environmental stimulus. To test the specificity of the PVQ defects, we analyzed the development of other neurons under the same conditions (Table S2). We observed axon guidance defects in PVP and HSN neurons at high temperature, whereas starvation only affected the migration of the HSN neurons cell body. Other classes of neurons were not disturbed in these conditions, indicating that the overall structure of the nervous system is not compromised by high temperature. We conclude that increased temperature affects axon guidance of a subset of neurons. However, the defect is not transmitted to the next generation when the external stimulus is removed.

**Figure 3.**
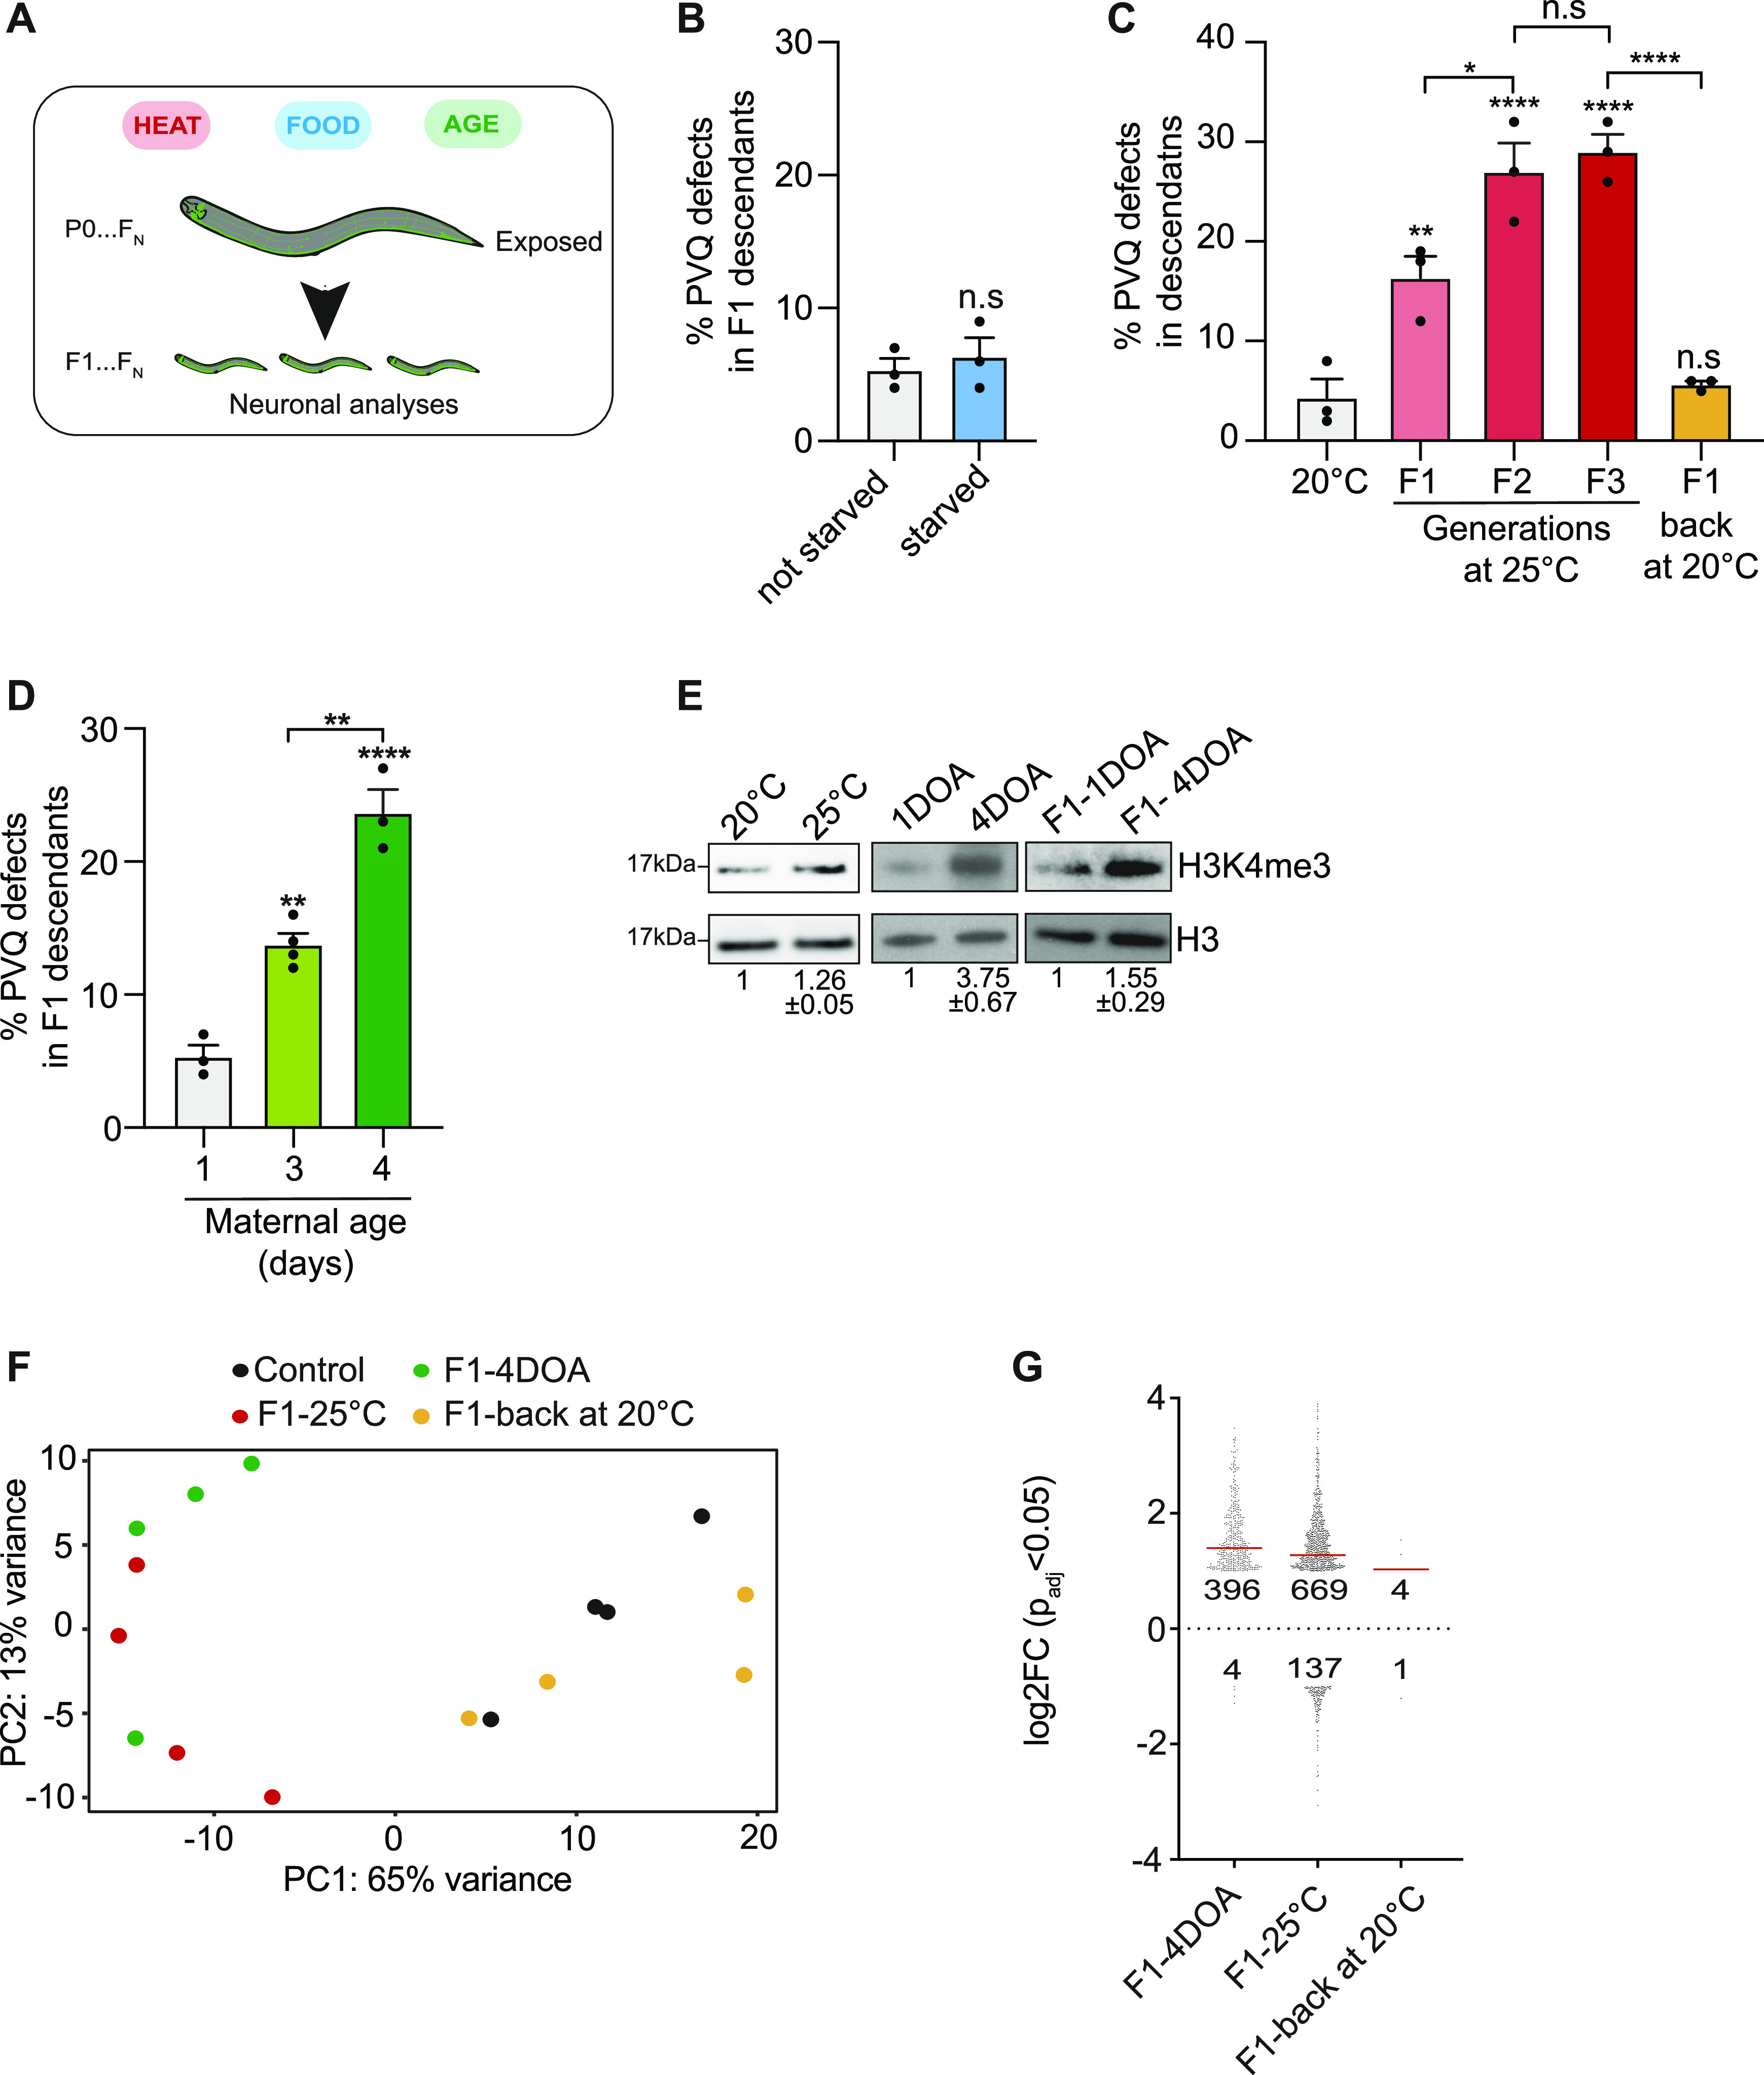
Parental conditions can affect neuronal developmental, H3K4me3 level, and transcriptome in F1 descendants. **(A)** Schematic depiction of different conditions used. **(B)** PVQ defects in starved animals. WT animals were starved for 24 h at the L4 stage. n ≥ 150 pr. condition. n.s. not statistically significant comparing with progeny from non-starved animals. **(C)** PVQ defects in WT L4 animals exposed to heat (25°C) at indicate generations, and after moving the animals (F3 generation) back to low temperature (20°C). n ≥ 210 pr. condition. *P < 0.05, **P < 0.01, ****P < 0.0001, and n.s. not statistically significant, when comparing with WT grown at 20°C or between columns, as indicated by black lines. **(D)** PVQ defects in progeny in ageing WT animals (1, 3- and 4-d old adults). n ≥ 190 pr. condition. **P < 0.01, ****P < 0.0001, comparing with progeny from 1-d old hermaphrodites or between columns, as indicated by black lines. In (B, C, D), data are expressed as mean ± SEM. Each black dot represents an independent experiment. **(B, C, D)** Statistical significance was assessed using *t* test (B) or one-way ANOVA Tukey’s multiple comparison (C, D). **(E)** Representative Western blot of H3K4me3 levels (L4 stage). Left: animals grown at 20°C and shifted at 25°C for two generations. Middle: 1-day-old adults and 4-day-old adults (4DOA). Right: progeny (F1) from 1DOA and 4DOA. H3 is used as loading control. Western blots were carried out at least three times. Numbers represents mean levels ± SEM. **(F)** Principal component analysis of mRNA expression under different conditions. Each dot represents an independent biological replicate in the RNA-seq analysis. Control (black) represents the progeny from 1-d-old animals grown at 20°C. Maternal age (green) represents progeny from 4DOA at 20°C. F1-25°C (red) represents the progeny from 1DOA exposed to 25°C for one generation. F1-back (yellow) represents the progeny from 1DOA exposed to 25°C for two generations and moved back to 20°C for one generation. **(G)** Differentially expressed (DE) genes in animals (L4 stage) exposed to different conditions. F1-4DOA, DE genes identified comparing the L4 progeny from 1DOA and from 4DOA. F1-25°C, DE genes identified comparing L4 progeny from animals kept at 20°C and 25°C for one generation. F1-back, DE genes identified comparing L4 progeny from animals kept at 20°C with animals kept at 20°C for one generation after being exposed to 25°C for two generations. Dots represents DE genes (log_2_FC > ± 1, *P*adj < 0.05). Red bar is the average log_2_FC. Numbers represent numbers of genes up- and down-regulated under indicated conditions.

Table S2. Neuroanatomical analysis. The table shows neuronal defects at the L4/YA stage during different environmental and physiological changes. Ctrl is the progeny from 1-d-old well-fed hermaphrodites grown at 20°C. Heat F1, F2, and F3 are progenies from 1-d-old hermaphrodites grown from L4 for one, two, and three generations at 25°C. Starvation is the progeny of worms starved 24 h at L4. Maternal age is the progeny from 4-d-old hermaphrodites. Data are expressed as mean. Statistical significance was assessed using one-way ANOVA Tukey’s multiple comparison. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, n.s. not statistically significant compared with ctrl.

We also tested the effect of parental age (Fig 3A), a physiological condition known to influence phenotypic traits in *C. elegans* (Perez et al, 2017) and associated with increased risk of neurodevelopmental defects in humans (Parner et al, 2012; Merikangas et al, 2017). When the progeny of 3- and 4-d-old mothers was analyzed and compared with the progeny of 1-d old mothers, we observed axon guidance defects in the PVQ neurons in the F1 but not F2 (Figs 3D and S3A) progeny, with penetrance rising with increasing maternal age. Consistently, we found that genetic alteration of age (Kenyon et al, 1993) compromises axon guidance, and progeny from short-lived *daf-16* mutants showed a ∼20% increase in axon guidance defects starting from 3-d-old adults (Fig S3B) and progeny of 4-d-old long-lived *daf-2* mutants did not show any significant PVQ defects associated with parental aging. Of note, *daf-16* mutant animals showed a high penetrant PVQ guidance phenotype also under normal condition. Advanced maternal age also compromised PVP axon guidance but no other neurons, indicating that PVQ and PVP neurons are particularly sensitive to this condition (Table S1). Overall, these data indicate that parental conditions, such as maternal age and high temperature, can have intergenerational effects in the axon guidance process of a subset of neurons.

**Figure S3.**
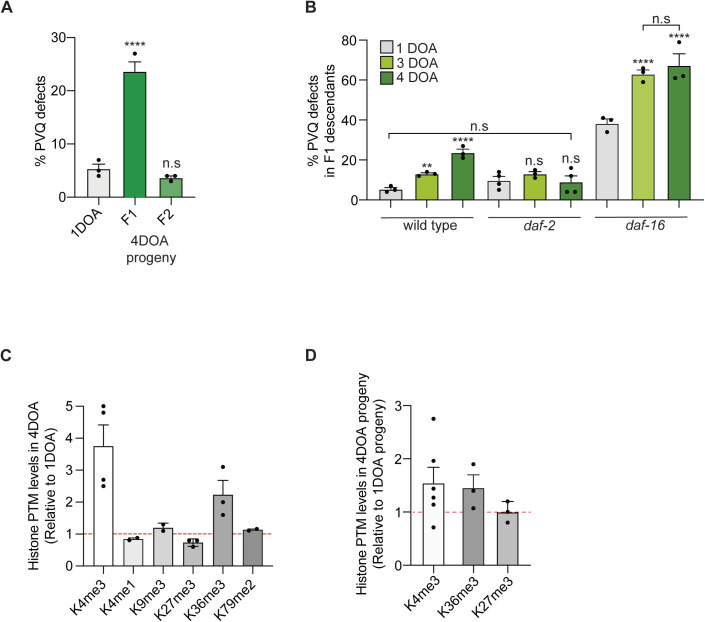
PVQ defects and histone PTM levels at different maternal ages, generations, and in *daf-2/daf-16* mutants. **(A)** PVQ defects in F1 and F2 progenies from 4-day-old adult (4DOA) WT hermaphrodites. n ≥ 190 pr. condition. ****P < 0.0001, n.s. not statistically significant comparing with the progeny from 1-d-old hermaphrodites. **(B)** PVQ defects in the progenies from WT, *daf-2(e1370),* and *daf-16(mu86)* mutants from 1-day-old (1DOA), 3-day-old (3DOA), and 4-day-old (4DOA) adults. n ≥ 200 pr. condition. **P < 0.01, ****P < 0.0001, n.s. not statistically significant comparing with progeny from 1DOA hermaphrodites of the same genotype or between columns, as indicated by black lines. In (A, B), data are expressed as mean ± SEM. Each black dot represents independent experiments. Statistical significance was assessed using one-way ANOVA Tukey’s multiple comparison. **(C)** Quantification of histone PTM levels from Western blots of 4DOA compared with 1DOA. H3 was used as loading control. Western blots were carried out at least twice. Black dots represent independent experiments and bars represents mean levels ± SEM. **(D)** Quantification of histone PTM levels from Western blots of the progeny from 4DOA compared with the progeny from 1DOA. H3 was used as loading control. Western blots were carried out at least three times. Black dots represent independent experiments and bars represent mean levels ± SEM.

### Conditionally induced PVQ axon phenotype correlates with increased H3K4me3 levels and aberrant transcription

As the penetrance and pattern of axon guidance defects observed at high temperature or in progeny of old mothers were strikingly similar to the ones found in *set-2* mutants (Abay-Nørgaard et al, 2020), we investigated if H3K4me3 levels change under these conditions. Unexpectedly, we found the global levels of H3K4me3 were slightly, though consistently, elevated in animals exposed to high temperature for two generations and, more evidently, in agreement with previous studies (Pu et al, 2018), in aged animals (Fig 3E). Interestingly, we also observed an H3K4me3 increase also in the offspring of old mothers (Fig 3E). Although it is possible that the increased level of H3K4me3 in F1 L4 is a consequence of defects related to aged oocytes (Perez et al, 2017), it is also tempting to assume that the F1 inherited a higher level of H3K4me3 from the mothers. Apart from an increase in H3K36me3, a posttranslational modification decorating, like H3K4me3, actively transcribed genes (Kizer et al, 2005), no other posttranslational modifications were changed in aged hermaphrodites and their progeny (Fig S3C and D), suggesting that the H3K4me3 increase observed in this condition is rather specific.

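The L4 libraries on parental age and temperature number 36, in 9 groups of 4, each made from 60 to 75 animals. F1-1DOA and F1-4DOA are the self-progeny of mothers that were 1 and 4 days old as adults, at 20°C. F1-25°C animals come from a culture at 25°C, and F1-back from mothers moved back to 20°C for 1 generation. The legend of Fig 3 gives 2 generations at 25°C before this move and the text, for the neuron defects, gives 3, while the sample labels give no number, so the exposure of F1-back is uncertain. All but F1-back were also collected from *set-2(zr1208)*, which carries a point mutation in the catalytic SET domain. In 2 further WT groups, young males were mated with young or with old hermaphrodites. Total counts per library in WT were 8199862 to 22723332 in F1-1DOA, 10560316 to 14043055 in F1-4DOA, 6699637 to 15422397 in F1-25°C and 10876555 to 14149998 in F1-back. In *set-2* they were 8949535 to 22339848 in F1-1DOA, 2819460 to 31543107 in F1-4DOA and 13676256 to 17133194 in F1-25°C. The crosses had 6583378 to 17287415 counts with young and 5587362 to 16103414 with old hermaphrodites. The same 4 WT F1-1DOA libraries are the reference for F1-4DOA, F1-25°C and F1-back, so these comparisons are not independent. All 36 libraries were fitted together with the same test and thresholds as the outcross libraries, over 15306 genes. With simulated changes, 44.8% of 2-fold and 100% of 4-fold changes were called between WT F1-4DOA and F1-1DOA. These changes too were put only into genes with a mean of at least 50 counts. Of the entries in the counts, 3832 are named by a transcript and not by a gene, and they were tested like genes. The labels number the replicates 1 to 4 but give no dates or batches.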

To test if these changes resulted in alterations of the transcriptome, we performed RNA-seq in F1 progeny (at the L4 stage) derived from 4-d-old mothers, from animals kept for one generation at high temperatures and in the F1 progeny generated after the mothers (at the L4 stage) were returned to 20°C, with no PVQ defects (Fig 3C). 

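On the first principal component of the 16 WT libraries from self-progeny, which held 66.0% of the variance, F1-4DOA lay at 17.4 ± 4.78 and F1-25°C at 17.1 ± 4.61 (SD, n = 4 each). F1-1DOA lay at −16.2 ± 8.59 and F1-back at −18.3 ± 13.3 (n = 4 each). Each of F1-4DOA and F1-25°C was separated from F1-1DOA (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow), and F1-back overlapped F1-1DOA (exact p = 0.829). The second component held 13.8% of the variance. With log2 CPM of all genes kept by the filter, the first held 39.6% and the second 17%. Between F1-back and F1-1DOA, 84 genes were called, 62 higher and 22 lower in F1-back. Among those lower was mtl-2, a metallothionein gene of the intestine, with 61.6 ± 14.7 CPM (SD, n = 4) against 331 ± 77.1 in F1-1DOA (n = 4) and a log2 fold change of −2.42 (standard error 0.45, edgeR adjusted p = 0.00305). The major sperm protein genes msp-113 and msp-55 fell as well, with log2 fold changes of −2.01 for msp-113 and −1.15 for msp-55 (standard errors 0.37 and 0.29, edgeR adjusted p = 0.00229 and 0.0452). They were the 2 called of 30 major sperm protein genes, 3 when adjusted over the list alone, and the median of the 30 was −0.66 (limma camera adjusted p = 9.33e-14, adjusted p = 0.646 with an estimated correlation). The call of msp-55 was lost in 11 of 17 alternatives, and msp-113 kept its call in all 16. The detoxification genes cyp-35A1 and ugt-8 were called lower, the 2 called of 160, the same number as when adjusted over the list alone. Among the genes called higher was dod-6, which responds to insulin signalling, with a log2 fold change of 1.26 (standard error 0.23, edgeR adjusted p = 0.00183), and it was the only called member of 14 DAF-16 class I targets. Of that list 1 was higher and 1 lower when adjusted over the list alone. Cuticle collagens had 5 of 143 called higher and 0 lower, and 9 higher when adjusted over the list alone, at a median of −0.059, a mean of 0.13 and limma camera adjusted p = 0.621. Of the genes called, 35 are entries named by a transcript, 34 of them higher, such as those of the ribosomal protein genes rps-6 and rpl-30. Without all such entries, 43 genes were called, a setting chosen after the values were seen. The level of these 34 entries also lay above WT F1-1DOA in groups kept at 20°C, with medians of 2.24 in *set-2* F1-1DOA and 2.37 in crosses of young animals on the log2 scale. The 28 other genes called higher had medians of 1.62 and 1.52 in these groups and of 0.16 and 0.41 in WT F1-4DOA and F1-25°C, so the genes called higher in F1-back are not separated from a difference between sets of libraries. The 22 called lower had medians of −0.46 in *set-2* F1-1DOA and −0.98 in crosses of young animals. In WT F1-4DOA and F1-25°C their medians were −0.28 and −0.18, so such a difference is not excluded for them either.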

PCA revealed that the transcriptome of the F1 progeny of animals exposed to high temperatures and aged animals was distinct from the progeny of 1-d-old mothers grown at normal temperature, even if previously exposed to high temperature (Fig 3F). In line with the increased H3K4me3 levels in animals exposed to high temperature and in progeny from old mothers, differentially expressed genes in these conditions showed a strong bias, with 83% and 99% of differentially expressed genes being up-regulated, respectively (Fig 3G). 

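Progeny of 4-d-old mothers had higher levels of all 5 vitellogenin genes tested, which encode yolk proteins, 5 also when adjusted over the list alone. The level of vit-1 was 1290 ± 313 CPM (SD, n = 4) against 163 ± 52.8 in F1-1DOA (n = 4), a log2 fold change of 2.98 (standard error 0.47, edgeR adjusted p = 0.00099), and vit-6 had 2.43 (standard error 0.51, edgeR adjusted p = 0.00646). Of 160 detoxification genes, 17 were called higher and 0 lower, and 22 and 1 when adjusted over the list alone. Among them were the glucuronosyltransferase genes ugt-31, ugt-11 and ugt-26, with log2 fold changes of 1.43 for ugt-31, 2.49 for ugt-11 and 1.79 for ugt-26 (standard errors 0.20, 0.41 and 0.30, edgeR adjusted p = 0.000289, 0.00105 and 0.00108). Of 143 cuticle collagens, 26 were called higher and 0 lower, and 34 and 0 when adjusted over the list alone. The collagen gene col-95 had a log2 fold change of 4.77 (standard error 0.80, edgeR adjusted p = 0.00108). Of 187 innate immunity genes, 19 were called higher and 1 lower, and 29 and 3 when adjusted over the list alone. The lectin gene clec-265 had a log2 fold change of 1.60 (standard error 0.29, edgeR adjusted p = 0.00178). Of 17 oocyte and eggshell genes, 2 were called higher and 0 lower, also when adjusted over the list alone, among them the eggshell gene perm-4 at 1.28 (standard error 0.30, edgeR adjusted p = 0.0112). Neuropeptide and insulin genes had 3 called higher of 89, namely nlp-26, nlp-27 and nlp-28, and heat shock genes 1 of 19, hsp-43. Hedgehog-related genes had 3 called higher of 41 and F-box and MATH/BTB genes 3 of 196, and all these counts are the same when adjusted over the list alone, with 0 lower. The medians of these last lists were −0.13 and −0.015, but their means were 0.13 and 0.14. The 10 genes called lower included acr-23, an acetylcholine receptor subunit gene, at −1.74 (standard error 0.39, edgeR adjusted p = 0.00821), lpr-7, a lipocalin-related gene, and klf-2, a zinc-finger transcription factor gene. In all, 374 genes were called in F1-4DOA, and 97.3% of them (364) were higher, with an exact binomial 95% interval of 95.1 to 98.7 that treats genes as independent. Leaving out 1 library at a time, this share ranged from 87.1% to 98.6%, with 54 genes lower without WT F1-4DOA replicate 1. The camera test of limma with a preset correlation gave adjusted p = 1.02e-10 for vitellogenins, 3.99e-07 for detoxification, 5.68e-05 for innate immunity, 1.22e-05 for oocyte and 0.003 for collagen genes. These became adjusted p = 0.0654, 0.097, 0.29, 0.673 and 0.80 with an estimated correlation. Without WT F1-1DOA replicate 4, the deepest library of its group, 112 genes were called, and 111 of them were among the 374. The median log2 fold change of the genes called higher was then 1.82 against 1.87 with that library, and the median standard error 0.50 against 0.44. The number of called genes was 150 and 219 without WT F1-1DOA replicates 1 and 2 and 217 without WT F1-4DOA replicate 3.
Animals from 25°C had 622 genes called higher and 142 lower, so that 81.4% were higher (exact binomial 95% interval 78.5 to 84.1), and 465 genes were called without F1-25°C replicate 1. Leaving out 1 library at a time, the share higher ranged from 69.9% to 81.7%. The genes called lower were 261 without WT F1-1DOA replicate 3 and 85 without F1-25°C replicate 1. Of the 17 oocyte and eggshell genes, 9 were called higher and 0 lower, also when adjusted over the list alone. Among them were oma-2, a regulator of oocyte maturation, egg-2, a receptor of the oocyte surface, and cpg-1, an eggshell proteoglycan gene, with log2 fold changes of 1.40 for oma-2, 1.06 for egg-2 and 1.38 for cpg-1 (standard errors 0.29, 0.20 and 0.29, edgeR adjusted p = 0.00174, 0.000945 and 0.00248). The list gave limma camera adjusted p = 3.86e-13 and adjusted p = 0.369 with an estimated correlation. Of 19 heat shock and chaperone genes, 4 were called higher and 0 lower, also when adjusted over the list alone. Among them were the small heat shock genes hsp-16.41 and sip-1 and the inducible chaperone gene hsp-70, with log2 fold changes of 5.12 for hsp-16.41, 2.27 for sip-1 and 1.75 for hsp-70 (standard errors 0.89, 0.52 and 0.55, edgeR adjusted p = 0.000408, 0.00538 and 0.0452). The call of hsp-70 was lost in 11 of 17 alternatives, while hsp-16.41 and sip-1 kept theirs in all 17. F-box and MATH/BTB genes had 29 called higher and 2 lower of 196, and 45 and 2 when adjusted over the list alone (limma camera adjusted p = 3.75e-09, adjusted p = 0.0537 with an estimated correlation). Innate immunity genes had 35 called higher and 9 lower, 41 and 13 when adjusted over the list alone. The gene T24B8.5, a target of the p38 pathway, rose to 57.3 ± 6.74 CPM (SD, n = 4) against 3.26 ± 1.19 (n = 4), a log2 fold change of 4.16 (standard error 0.27, edgeR adjusted p = 7.69e-13). Detoxification genes had 17 higher and 2 lower (20 and 2 when adjusted over the list alone), collagens 25 higher and 0 lower (30 and 2), DAF-16 class I targets 3 higher of 14 (5) and vitellogenins 1 higher of 5 (4). Collagens had a median log2 fold change of −0.054, which became 0.015 with library totals, and heat shock genes one of −0.024, but the means were 0.45 and 0.65. The fatty acid desaturase gene fat-7 fell to 21.3 ± 1.24 CPM (SD, n = 4) against 194 ± 32.5 (n = 4), a log2 fold change of −3.19 (standard error 0.19, edgeR adjusted p = 1.77e-13). The immunoglobulin-domain gene zig-3, which helps maintain axon positions, fell by a log2 fold change of −2.66 (standard error 0.28, edgeR adjusted p = 6.06e-08). It was the only one called of 44 axon guidance genes, 1 also when adjusted over the list alone. Major sperm protein genes had 5 called lower of 30, also when adjusted over the list alone (limma camera adjusted p = 0.000903, adjusted p = 0.772 with an estimated correlation). Molting genes had 2 lower of 18 (3 when adjusted over the list alone), among them mlt-10, and hedgehog-related genes 2 higher and 4 lower of 41 (3 and 5).
Of the genes called higher in F1-4DOA, 221 were also called higher in F1-25°C, 0 genes were lower in both and 1 went in opposite directions. The shared genes included 21 collagens, 15 innate immunity genes, 8 detoxification genes and vit-1, whose log2 fold change at 25°C was 2.15 (standard error 0.45, edgeR adjusted p = 0.00277). Independent draws would share 14.8 genes. The log2 fold changes of all genes correlated at 0.683, and at 0.468 to 0.525 in 100 simulated data sets with no changes, where only the F1-1DOA libraries were shared. Each gene was drawn on its own there, so variation that genes share between libraries is not in that range. With 2 different F1-1DOA libraries for each comparison, the mean over 6 splits was 9.83 shared genes (from 1 to 28), against a mean of 0.848 for independent draws. The log2 fold changes of all genes, with no F1-1DOA library shared, then correlated at a mean of 0.497 (from 0.383 to 0.55). From its results taken together, the paper concludes that certain parental conditions alter H3K4me3 and transcription, and that this affects how neurons develop in the next generation.

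**Figure D2:**
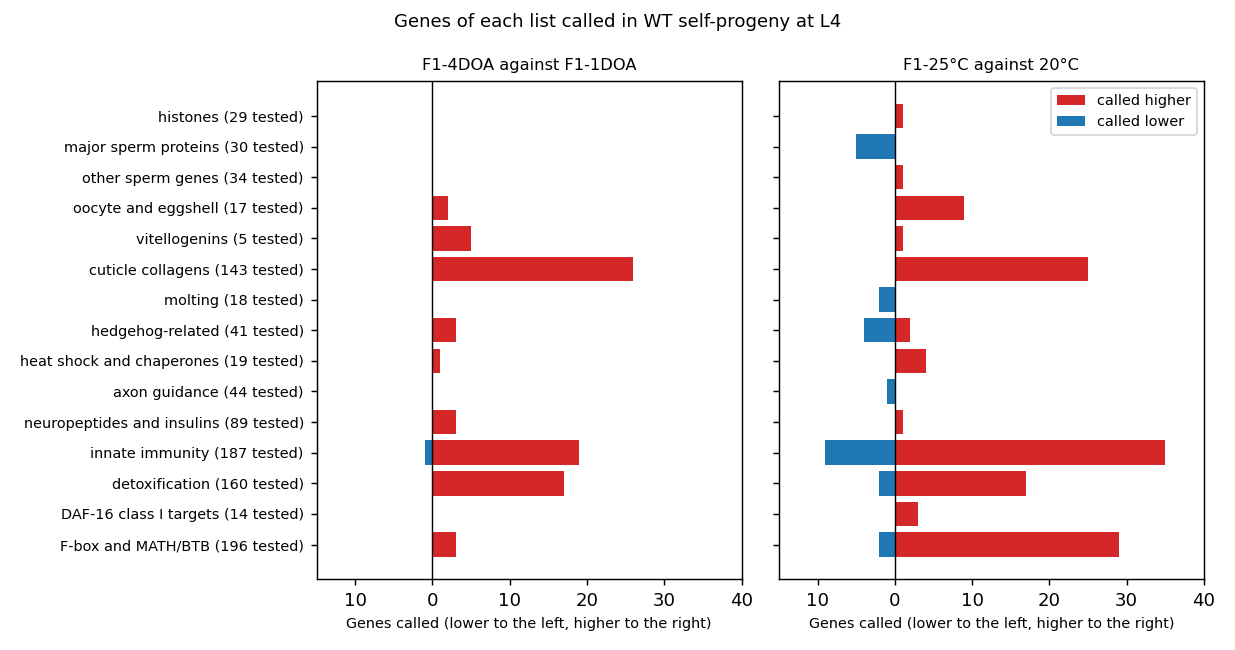
Number of genes of each list called higher (bars to the right) or lower (bars to the left) on the x axis, for F1-4DOA against F1-1DOA in the left panel and F1-25°C against 20°C in the right panel. Lists with no called gene in either comparison are left out. Collagens have 26 genes to the right in the left panel and 25 in the right panel, and F-box and MATH/BTB genes have 3 and 29.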

Taken together, these results show that certain parental conditions modify the H3K4me3 level and the transcriptional landscape, with an impact on neuronal development in the following generation.

### Conditionally induced PVQ axon phenotype is regulated by SET-2

To further investigate the involvement of H3K4 methylation and a possible role of *set-2* in the conditionally induced PVQ phenotypes, we tested the effects of aging and temperature increase in SET-2 catalytic inactive mutant animals. We also included in these experiments a catalytic inactive mutant of SET-16, the other known H3K4 methyltransferase in *C. elegans*, that shows PVQ defects under normal conditions (Fig 4A). With advanced maternal age, we detected a further increase in the penetrance of the PVQ guidance phenotype in *set-16* but not in the *set-2* mutant animals (Fig 4A). Similarly, when the two mutants were grown at 25°C for three generations, we detected an increase in the penetrance of the phenotype in *set-16* but not in the *set-2* mutant animals (Fig 4B), suggesting that *set-2* is responsible for the conditionally induced PVQ phenotype. 

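The genes called higher in WT F1-4DOA were followed in *set-2* F1-4DOA against *set-2* F1-1DOA. Their median log2 fold change was 0.16 in *set-2*, with quartiles of −0.19 and 0.54, and 1.87 in WT, where they had been chosen for being higher. Of these 364 genes, 339 lay below a log2 fold change of 1 in *set-2* and 137 below 0, 13 were called higher and 0 lower. The response to maternal age differed between *set-2* and WT, by an interaction test in edgeR, for 187 genes, 173 of them lower and 14 higher in *set-2*. This number ranged from 40 without *set-2* F1-4DOA replicate 4 to 1219 without *set-2* F1-4DOA replicate 2, over the 16 libraries left out in turn. Of 17 oocyte and eggshell genes, 13 had a lower response in *set-2*, also when adjusted over the list alone (limma camera adjusted p = 3.65e-17, adjusted p = 0.288 with an estimated correlation). The eggshell gene cpg-2 and the yolk receptor gene rme-2 had interaction log2 values of −2.21 for cpg-2 and −1.98 for rme-2 (standard errors 0.38 and 0.36, edgeR adjusted p = 0.0068 and 0.0068). Of 160 detoxification genes, 7 had a lower response, and 11 when adjusted over the list alone, and ugt-11 had an interaction of −2.40 (standard error 0.56, edgeR adjusted p = 0.0284). Among vitellogenins 0 of 5 passed over all genes in edgeR, with 5 under an unadjusted p of 0.05, 5 lower when adjusted over the list alone and 3 by DESeq2. *set-2* F1-4DOA also had 669 genes called lower and 247 higher than *set-2* F1-1DOA, a total that ranged from 445 without *set-2* F1-1DOA replicate 2 to 1514 without replicate 1 of that group. Among them were 29 lower of 30 major sperm protein genes, 21 lower and 1 higher of 34 other sperm genes and 10 lower of 17 oocyte genes, all also when adjusted over the list alone. The level of msp-55 was 37.1 ± 14.5 CPM (SD, n = 4) against 134 ± 59.2 (n = 4), a log2 fold change of −1.83 (standard error 0.29, edgeR adjusted p = 0.000224). The 3 lists gave limma camera adjusted p = 2.82e-25, 5.25e-14 and 7e-10, and adjusted p = 0.37 with an estimated correlation for each. In the same libraries, other somatic lists were higher in median, among them molting (0.88, 1 of 18 called higher), L4 vulva and somatic gonad (0.54, 1 of 14), muscle (0.51, 0 of 12) and pan-neuronal genes (0.49, 0 of 14), with 6, 8, 9 and 11 genes under an unadjusted p of 0.05 by edgeR and 1, 1, 1 and 0 called by DESeq2. The camera test of limma gave adjusted p = 0.00398, 0.00537, 0.00278 and 0.000512 for them, and adjusted p = 0.536, 0.37, 0.429 and 0.427 with an estimated correlation. Along with them, 41 of 44 axon guidance genes had a positive fold change at a median of 0.61, with 0 called by edgeR or DESeq2 and 26 under an unadjusted p of 0.05 (limma camera adjusted p = 6.47e-07, adjusted p = 0.489 with an estimated correlation). Without *set-2* F1-1DOA replicate 2 and *set-2* F1-4DOA replicate 3, a setting chosen after the values were seen, 369 genes were called between the *set-2* groups and 1 in the interaction.
The 622 genes called higher in WT at 25°C had a median log2 fold change of 0.22 in *set-2* F1-25°C, with quartiles of −0.56 and 1.12, against 1.87 in WT. In *set-2*, 443 of them lay below 1 and 271 below 0, 140 were called higher and 13 lower. The innate immunity gene T24B8.5 was among those higher in *set-2* too, at 3.63 (standard error 0.26, edgeR adjusted p = 1.8e-11), and fat-7 fell in *set-2* as well, at −2.14 (standard error 0.19, edgeR adjusted p = 1.32e-09). The response to 25°C differed between *set-2* and WT for 410 genes, 298 lower and 112 higher in *set-2*. The number was 196 and 216 without WT F1-1DOA replicates 2 and 1, 215 without WT F1-25°C replicate 1, and at most 533 without another library. All 17 oocyte and eggshell genes had negative interaction values, and 12 were called, 17 when adjusted over the list alone (limma camera adjusted p = 9.16e-18, adjusted p = 0.245 with an estimated correlation). The interaction of oma-2 was −2.23 (standard error 0.40, edgeR adjusted p = 0.00342). Vitellogenins had 3 lower of 5, and 5 when adjusted over the list alone, with vit-1 at −2.59 (standard error 0.63, edgeR adjusted p = 0.0183). Collagens differed in both directions, with 28 higher and 9 lower of 143, and 47 and 17 when adjusted over the list alone. An example of a higher response is col-68 at 1.52 (standard error 0.23, edgeR adjusted p = 0.00128). The mean level of the 364 genes was 3.99 ± 0.142 log2 CPM (SD, n = 4) in WT F1-4DOA, 1.91 ± 0.256 in WT F1-1DOA, 2.53 ± 0.68 in *set-2* F1-4DOA and 2.46 ± 0.466 in *set-2* F1-1DOA. For the 622 genes it was 3.14 ± 0.233 in WT F1-25°C, 1.19 ± 0.212 in WT F1-1DOA, 2.19 ± 0.175 in *set-2* F1-25°C and 1.82 ± 0.396 in *set-2* F1-1DOA, and the last pair did not differ beyond the spread of the libraries (exact permutation test, two-sided p = 0.257). Without *set-2* F1-4DOA replicate 2, which lay at 3.53 for the 364 genes where the others lay between 2.04 and 2.29, their median log2 fold change in *set-2* was −0.30.

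**Figure D3:**
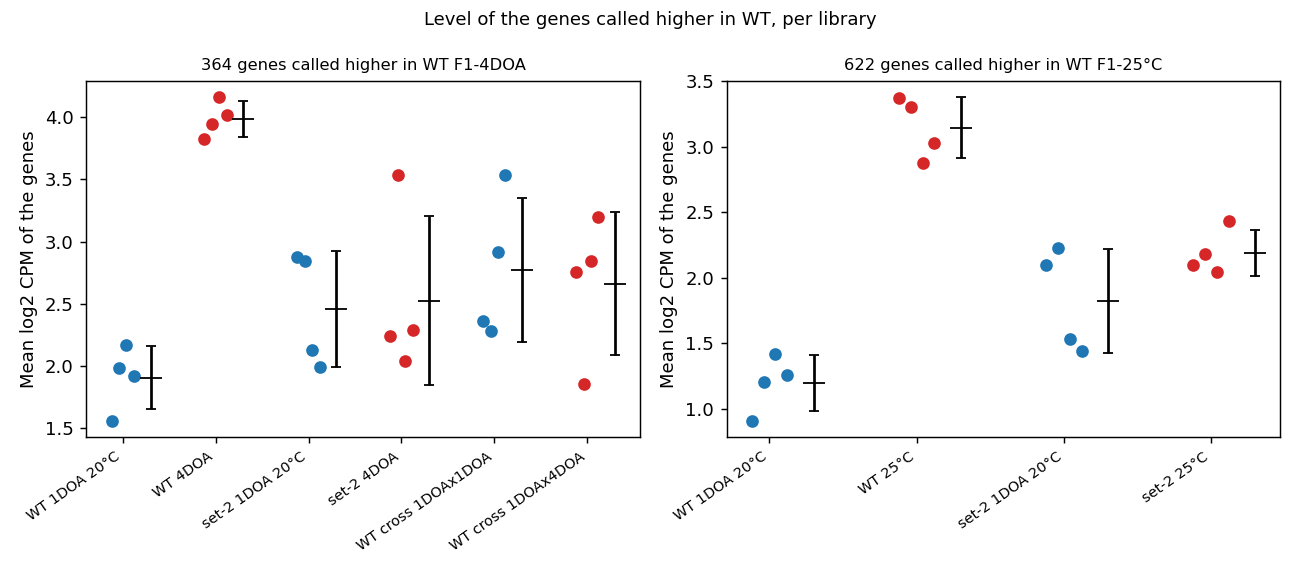
Mean log2 CPM (y axis) in each library of the 364 genes called higher in WT F1-4DOA on the left and of the 622 called higher in WT F1-25°C on the right, by group on the x axis. Dots are libraries, and bars are the mean ± SD of the 4 libraries. WT F1-4DOA and WT F1-25°C lie highest because the genes were chosen for this, and *set-2* F1-1DOA lies above WT F1-1DOA in mean, at 2.46 against 1.91 and at 1.82 against 1.19. Genes chosen in this way also tend to be low in the WT F1-1DOA libraries, so other groups tend to lie above these. The WT crosses of young parents lie at 2.77 for the 364 genes, so a level above WT F1-1DOA is not particular to *set-2*. A difference between sets of libraries is not separated from the genotype here.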

In agreement with these results, we found that most of the up-regulated genes detected under these conditions (Fig 3G) are *set-2* dependent, as their expression returns to WT levels in progeny from old mothers (Fig 4C, left) or in the progeny of animals exposed to high temperatures (Fig 4C, right) with a *set-2* background.

**Figure 4.**
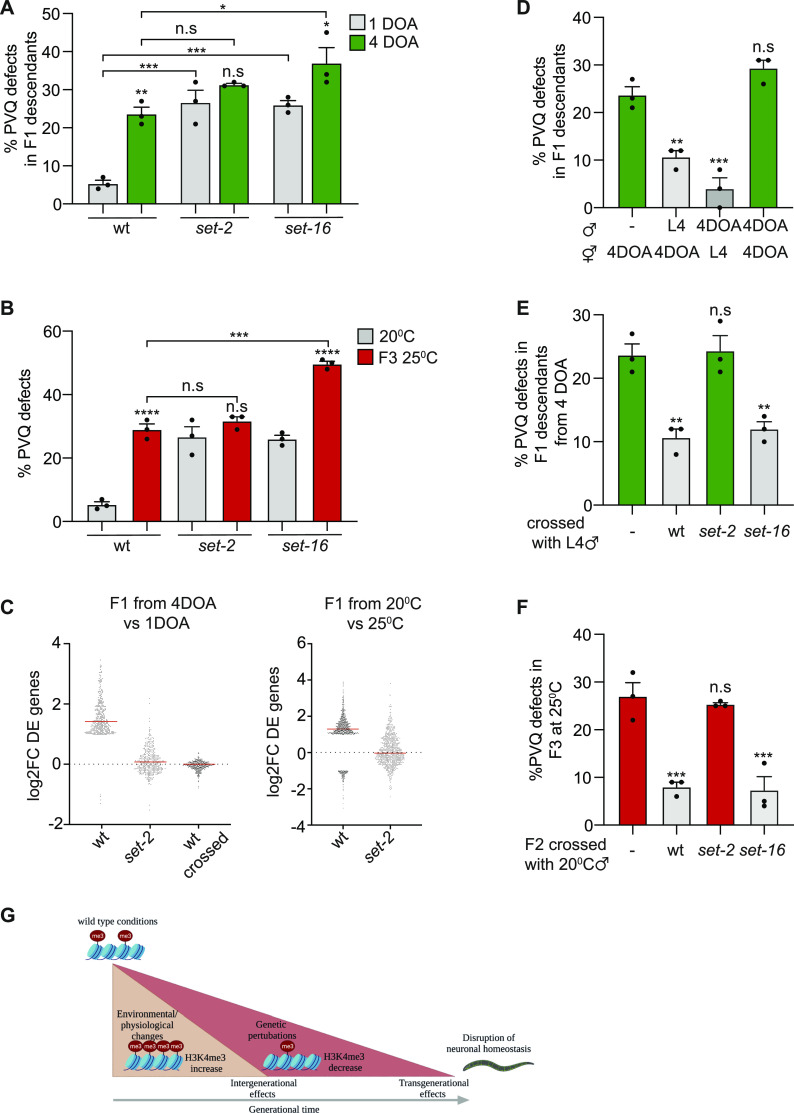
Alterations related to parental conditions are SET-2 dependent. **(A)** PVQ defects in the progeny from 1-day-old adults (1DOA) and from 4-day-old adults (4DOA) WT, *set-2(zr1208)* and *set-16(zr1804)*. n ≥ 150 pr. condition. *P < 0.05, ***P < 0.001, n.s. not statistically significant, comparing with the progeny from 1DOA same genotype or between columns, as indicated by black lines. **(B)** PVQ defects in WT, *set-2(zr1208)* and *set-16(zr1804)* animals grown at 20°C and at 25°C for three generations. n ≥ 150 pr. condition. ***P < 0.001, ****P < 0.0001, n.s. not statistically significant comparing 25°C with 20°C same phenotype or between columns, as indicated by black lines. **(C)** Left. Differentially expressed genes (log_2_FC > ± 1, *P*adj > 0.05) based on RNA-seq, identified comparing the L4 progeny from 1DOA and 4DOA WT animals. log_2_FC of the same genes in the L4 progeny from 1DOA and 4DOA *set-2(zr1208)* mutants (*set-2*) and in the L4 progeny from 4DOA hermaphrodites crossed with young males compared with progeny from 1DOA hermaphrodites crossed with young males (wt crossed). Right: differentially regulated genes (log_2_FC > ± 1, *P*adj > 0.05) based on RNA-seq, identified comparing the L4 progeny from WT grown at 20°C and WT kept for one generation at 25°C (WT). log_2_FC of the same genes in progeny of *set-2(zr1208)* mutants grown at 20°C and *set-2(zr1208)* kept one generation at 25°C (*set-2*). **(D)** PVQ defects in self-progeny from 4DOA WT hermaphrodites and in cross-progeny from hermaphrodites crossed with males, in different age combinations. n ≥ 190 pr. condition. **P < 0.01, ***P < 0.001, n.s. not statistically significant, comparing with self-progeny from 4DOA hermaphrodites. **(E)** PVQ defects in cross-progeny from 4DOA hermaphrodites crossed with L4 males either WT, *set-2(zr1208)* or *set-16(zr1804)*. n ≥ 150 pr. condition. **P < 0.01, n.s. not statistically significant, comparing with self-progeny from 4DOA hermaphrodites. **(F)** PVQ defects in cross-progeny from hermaphrodites kept at 25°C for two generations crossed with males kept at 20°C until adulthood (crossing done at 25°C) either WT, *set-2(zr1208)* or *set-16(zr1804)*. n ≥ 150 pr. condition. **P < 0.01, n.s. not statistically significant, comparing with the self-progeny from 4DOA hermaphrodites. In (A, B, D, E, F), data are expressed as mean ± SEM. Each black dot represents an independent experiment. Statistical significance was assessed using one-way ANOVA Tukey’s multiple comparison. **(G)** Schematic model for H3K4me3 contribution in neuronal homeostasis across generations.

As elevated H3K4me3 signal could be inherited in F1 descendants from aged mothers (Figs 3E and S3), we tested if aberrant H3K4me3 levels were contributed by the oocyte and/or the sperm, by crossing young WT males with old WT hermaphrodites and vice versa and analysed the PVQ defects in F1 cross-progeny. Cross-progeny from both setups showed normal PVQ development, whereas the cross-progeny of old WT male with old WT hermaphrodites resulted in a PVQ phenotype like the one observed in the self-progeny of aged hermaphrodites (Fig 4D). As animals used in these crosses are genetically WT, this result implies that the epigenetic contribution from one “young” gamete, either oocyte or sperm, is sufficient to restore proper PVQ development. 

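Progeny of old hermaphrodites mated with young males were compared with progeny of young hermaphrodites mated with young males. Progeny of such crosses can include males, unlike most self-progeny, and the sex of the sampled L4 animals is not given in the sources used here. The genes called higher in WT F1-4DOA had a median log2 fold change of −0.028 in this comparison, 359 of the 364 lay below 1 and 197 below 0. By edgeR 0 of the 364 were called in either direction, while 12 genes of all tested had an adjusted p under 0.05 and 1072 an unadjusted p under 0.05. The mean level of the 364 genes was 2.66 ± 0.574 log2 CPM (SD, n = 4) with old and 2.77 ± 0.58 (n = 4) with young hermaphrodites (exact permutation test, two-sided p = 0.80). All 5 vitellogenin genes had positive fold changes at a median of 0.20, but none was called by edgeR or DESeq2, with 0 under an unadjusted p of 0.05 (limma camera adjusted p = 0.62). Between the crosses 10 genes were called, all lower with old hermaphrodites. The number fell to 0 without replicate 3 of the young crosses or replicate 2, 3 or 4 of the old ones and to 5 without replicate 1 of the old ones, and rose to 19 without replicate 2 of the young ones. With only these groups in the fit it was 4. Among them were the neuropeptide gene nlp-34, the patched-related gene ptr-22 and the gene tag-38, with log2 fold changes of −1.68 for nlp-34, −2.84 for ptr-22 and −1.56 for tag-38 (standard errors 0.34, 0.59 and 0.31, edgeR adjusted p = 0.039, 0.0487 and 0.0351). The gene T20D4.7 had the smallest adjusted p, with a log2 fold change of −2.89 (standard error 0.56, edgeR adjusted p = 0.0343). The calls were lost in 9 of 17 alternatives for nlp-34, 9 of 16 for ptr-22, 7 of 17 for tag-38 and 6 of 16 for T20D4.7. In the crosses, nlp-34 was the only called member of any list, and DESeq2 called 31 genes. The response to the age of the hermaphrodite differed between crosses and self-progeny, by an interaction test in edgeR, for 89 genes, 82 of them lower and 7 higher in the crosses. Detoxification genes had 7 lower of 160, and 23 when adjusted over the list alone (limma camera adjusted p = 1.63e-07, adjusted p = 0.159 with an estimated correlation). Among them were ugt-31, ugt-11 and ugt-26, with interaction log2 values of −1.66 for ugt-31, −2.84 for ugt-11 and −2.07 for ugt-26 (standard errors 0.28, 0.56 and 0.41, edgeR adjusted p = 0.00594, 0.0196 and 0.0196). The vitellogenin gene vit-1 had an interaction of −2.77 (standard error 0.63, edgeR adjusted p = 0.0341), the only one called of 5, and 5 were lower when adjusted over the list alone (limma camera adjusted p = 3.17e-07, adjusted p = 0.175 with an estimated correlation). This call of vit-1 was lost in 14 of 25 alternatives. Higher responses in the crosses were called for fat-7 and zig-3, with 1.59 for fat-7 and 1.97 for zig-3 (standard errors 0.25 and 0.37, edgeR adjusted p = 0.00594 and 0.0163). Leaving out WT F1-1DOA replicate 4 lowered the number of genes in this interaction to 8, and leaving out WT F1-4DOA replicate 1 raised it to 204.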

In agreement, we found that all deregulated genes in F1 progeny derived by old mothers can be rescued by supplying young sperms (Fig 4C, right). Importantly, when young *set-2* males were crossed with old WT hermaphrodites, the penetrance of PVQ defects in the F1 cross progeny was like the one observed in old mothers’ self-progeny, whereas crossing with *set-16* males completely rescued the PVQ phenotype (Fig 4E), suggesting that the genetic or epigenetic contribution derived by a “young” gamete carrying a *set-2* catalytic inactive allele, is not sufficient to restore proper PVQ development. Similar results were obtained analyzing PVQ defects derived when exposing to high temperature. The heat-induced PVQ defects were completely rescued in cross-progeny coming from hermaphrodites kept at 25°C for two generations crossed with young WT or *set-16* males grown at 20°C (Fig 4F). However, the genetic or epigenetic contribution derived by a “cold” gamete carrying a *set-2* catalytic inactive allele is not sufficient to restore proper PVQ development, indicating that SET-2, but not SET-16, is required for the heat-induced PVQ phenotype (Fig 4F). It should be noted that the mutation in *set-2* is not dominant, as young *set-2* males (grown at 20°C) crossed with young WT hermaphrodites (grown at 20°C) does not result in PVQ defects in the F1 cross-progeny (mean ± sem: 6% ± 0.7%, n = 150), therefore suggesting that a reduced SET-2 activity sensitizes the PVQ neurons to environmental effects.

It is challenging to discriminate the influence of parental-contributed inactive SET-2 protein from the parental-contributed aberrant chromatin landscape, generated by and inherited along with *set-2* mutation, on the intergenerational epigenetic phenotype observed under certain parental conditions. However, the fact that the cross-progeny of old WT males with old WT hermaphrodites displays PVQ defects despite carrying two WT *set-2* alleles, suggests that the aberrant posttranslational modifications in chromatin itself contribute to the intergenerational inheritance of the PVQ phenotype.

Altogether, these results emphasize the relevance of maintaining proper H3K4me3 levels across generations and the critical role of SET-2 in preventing deleterious inter and transgenerational effects in nervous system homeostasis (Fig 4G).

## Discussion

In this study, we show that aberrant H3K4 methylation related to genetic mutations in H3K4 regulators and to certain conditions can influence the development of the nervous system across generations.

We first show that perturbation of H3K4me3, by inactivating *set-*2 or ablating *ash-2* in a parental generation, can have transgenerational effects on neuronal development, resulting in aberrant PVQ axon guidance in genetically WT descendants. ChIP and RNA sequencing analyses strongly suggest that this inheritance pattern is related to the fact that parental inactivation of *set-2* decreases H3K4me3 levels and impacts transcription for several generations, independently of the genotype. These results indicate not only that an ancestral H3K4me3 status can be transmitted with influence on transcription in the following generations, but also that the normal pattern of H3K4me3, when perturbed, is slowly reestablished, creating a window of epigenetic instability and vulnerability that can affect neuronal development and could increase the sensitivity to endogenous and exogenous cues. The transgenerational effect of perturbed H3K4me3 is also testified by the fact that homozygous *set-2* mutations must be carried over multiple generations before causing a fully penetrant PVQ phenotype.

Second, we show that PVQ axon guidance is sensitive to physiological (age) and environmental (temperature) conditions and importantly, SET-2 contributes to this susceptibility acting as a downstream effector responsible for the PVQ defects and for the aberrant transcription observed in these conditions. In aged animals or animals experiencing a rise of temperature, we noted an overall increase of H3K4me3, correlating with transcription up-regulation. This effect agrees with a study showing that high temperature results in a more open chromatin state (Rogers & Phillips, 2020). At first glance, this result is in contrast with the observation that reduced H3K4me3 levels in *set-2* mutants and outcrossed progeny are responsible for the transmission of the PVQ phenotype. One way to reconciliate this evidence is to consider the conditions (advanced maternal age and temperature) and *set-2* mutations as acting in opposite directions with respect to H3K4 methylation but having a similar consequence in neuron development. In support of this possibility, animals with increased H3K4me3 level, as the ones defective for the H3K4me2/3 demethylase *rbr-2*, present a similar PVQ phenotype (Mariani et al, 2016), indicating that higher or lower levels of H3K4me3, compared with WT, are equally deleterious for the PVQ development. We therefore believe that H3K4me3 levels must be finely established and maintained in a tight equilibrium by the action of H3K4me3-regulating enzymes between generations to achieve proper neurodevelopment, both in standard and abnormal conditions.

It should be noted that although a strong reduction of H3K4me3 (as in *set-2* catalytic-inactive mutants) has a true transgenerational effect on PVQ development, spanning at least three generations, the increased level of H3K4me3 observed in aged parents or in animals exposed to high temperature has intergenerational effects, lasting for only one generation. This evidence suggests that to achieve transgenerational effects, changes in H3K4 levels must be complemented by other “factors,” not involved in the intergenerational inheritance. It is probable that these other factors are of epigenetic nature, as suggested from a study addressing the mechanism of transgenerational inheritance of longevity (Lee et al, 2019) observed in mutant animals for WDR-5, a component of the COMPASS H3K4 methyltransferase complex. Here, the authors show that the reduction of H3K4me3 levels associated to *wdr-5* loss is accompanied by increased H3K9me2 across generations and that the transgenerational longevity observed in *wdr-5* mutant animals requires the H3K9 methyltransferase MET-2. Thus, further analyses revealing chromatin changes when H3K4me3 is lost in *set-2* catalytic inactive mutants and when H3K4me3 is increased in animals experience temperature increase and aging are required to understand and distinguish the mechanisms behind inter and transgenerational inheritance. Nevertheless, our results reinforce the notion (Greer et al, 2011; Kelly, 2014) that H3K4me3 is a memory mark that is not fully resettled over generations and, more in general, that histone modifications are involved in intergenerational responses to particular conditions and their loss, in a parental generation, can have a transgenerational impact.

Next-generation sequencing of human samples provides strong evidence that H3K4 regulators are critical for normal nervous system development and are considered causative of neurodevelopmental diseases, when mutated. This study demonstrates that incorrect deposition of H3K4me3 has consequences for the fine structure of the nervous system over multiple generations. As the epigenetic machinery is conserved, it is possible that the same principles apply in mammals and our findings might therefore provide insights related to inheritance patterns of neurodevelopmental diseases.

## Materials and Methods

### Genetics and strains

*C. elegans* strains were cultured using standard growth conditions at 20°C with *Escherichia coli* OP50 (Brenner, 1974) unless otherwise stated. The *set-2(zr1208)* and *set-2(zr2012)* were backcrossed four times to N2. Neuronal marker strains were backcrossed at least three times to N2 before the analyses. Strains used are reported in Table S3.

Table S3. List of strains used in the study.

### CRISPR lines

The CRISPR line *set-2(zr1208)* was created by injecting ssDNA repair template (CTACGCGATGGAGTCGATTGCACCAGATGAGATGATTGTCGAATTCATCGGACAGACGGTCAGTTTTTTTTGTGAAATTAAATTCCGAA) for *set-2* and desired guide RNA cloned into pJJR50 (*zr1208* sgRNA sequence AGATGATTGTGGAGTATAT). The mix also contained a *pha-1* repair template and pJW1285 (driving expression of Cas9) (Ward, 2015). The mix was injected into *pha-1(e2123)* mutants. All constructs were injected at a concentration of 50 ng/μl. Selection for *pha-1* WT clones was performed at 25°C. Mutations were confirmed by sequencing. The mutation in the *zr1208* allele was selected based on the following criteria: (1) conserved from yeast to humans; (2) sitting in the catalytic pocket reducing methyltransferase activity in MLL1 based on (Southall et al, 2009) (3) a conservative substitution (Y1397 to F). The line *set-2(zr2012)* was created using the same strategy (Abay-Nørgaard et al, 2020).

### Outcrossing procedure

The crossing procedure in Fig 1B was performed as outlined here. Seven young N2 L4 males was incubated on plates with four L4 hermaphrodites of desired genotypes (including *oyIs14*[*Psra-6::GFP*] to visualize PVQs). After 3–4 d, F1 L4 progeny was singled out. Plates with cross-progeny were identified by the lack of *oyIs14* marker in ∼25% of the F2 progeny. The L4 F2 progeny was singled out and left on plates for 2 d and then genotyped to identify F3 homozygous mutant and WT descendants. In experiments where the following generations were examined, five L4 hermaphrodites were moved to new plates between each generation. Each crossing procedure was performed at least four times when scoring PVQs in WT descendants. One WT-des line from *set-2(zr2012)* was lost between F3 to F4 because of incubator meltdown. After mutant descendants in *set-2(zr1208),* the crossing procedure was performed two times. For RNA-seq and ChIP-seq experiments, descendants originated from the same cross. All mutants were kept in culture for at least 10 generations before performing the cross. The PVQ defects in *set-2(zr1208)* after 10 generations were 27% ± 3.1% (n ≥ 150).

### Environmental changes

Heat: Five worms L4 stage were moved from 20°C to 25°C, and between each generation, five worms in the L4 stage were moved to new plates. The progeny used in all heat experiments were always from 1-d-old hermaphrodites.

Crossing with non-heat-exposed males were performed as follows. Seven F2 L4 hermaphrodites grown at 25°C were crossed (at 25°C) with five *oyIs14* L4 males grown at 20°C. F3 cross-progeny was identified by the presence of *oyIs14*.

Maternal age: 50 WT worms L4 were moved to a single plate and moved to new plates every 24 h (second plate was considered as the progeny from 1-d-old adults). The progeny from 3-d-old adults was produced at 96–120 h after L4 (fourth plate) and the progeny from 4-d-old adults was produced at 120–144 h after L4 (fifth plate).

Crossing with males and hermaphrodites of different ages were performed as follows. Ten 4-d-old hermaphrodites were crossed with either 10 young or thirty 4-d-old *oyIs14* males and five young hermaphrodites were crossed with 34-d-old *oyIs14* males. Cross-progeny was identified by the presence of *oyIs14*.

Starvation: 10 L4 worms were added to a single well (96-well flat bottom plate) with 200 μl of M9. After 24 h, worms were moved back to standard NGM plates and left to produce progeny for 24 h.

### Western blot

Protein extracts were always prepared from L4 animals (except when comparing 1-d-old adult and 4-d-old adults). Samples were boiled in SDS–PAGE buffer for 2 × 5 min and sonicated for 10 min using a Diagenode Bioruptor (UCD-300). The following antibodies were used: anti-H3K4me3 (C42D8; 1:750; Cell Signaling Technology); anti-H3K4me1 (ab8895; 1:1,000; Abcam); anti-H3K4me2 (07-030; 1:1,000; Millipore) anti-H3 (ab1791; 1:10,000; Abcam); anti-H3K9me3 (ab8898, 1:1,000; Abcam); anti-H3K27me3 (MABI0323, 1:1,000; Thermo Fisher Scientific); anti-H3K36me3 (D5A7; 1:1,000; Cell Signaling Technology); anti-H3K79me2 (D15 × 10^8^; 1:1,000; Cell Signaling Technology) and peroxidase-labelled anti-rabbit and anti-mouse secondary antibodies (1:10,000; Vector Laboratories). Western blots were quantified using ImageJ (National Institutes of Health).

### Neuronal scoring

Worms were immobilized in sodium azide and placed on microscope slides with a 5% agarose pad. PVQs were scored at the L3 to L4 stages. All other neurons were scored at the L4 to YA stages. WT, coming from young mothers (maximum 48 h after the L4 stage), were grown for at least five generations at 20°C. Micrographs were obtained using a Zeiss AXIO imager M2 fluorescence microscope.

### Statistical analyses

Graphpad prism 9 was used for all statistics on neuronal phenotypes. For testing statistical significance for each independent line after outcrossing, we used chi-square test and/or Fisher’s exact test. For every line, we scored between 50–52 animals and compared with WT (6%, n = 200). Both chi-square test and/or Fisher’s exact test predict that if the penetrance is higher or equal ∼16% (8 out 50–52 animals with defective PVQs) the *P*-value is less than 0.05. All other neuronal scoring were tested using one-way ANOVA with Tukey’s multiple comparison or *t* test.

### RNA sequencing and analysis

RNA was isolated from three to four independent experiments during heat treatment and maternal age. Every sample contained 60–75 mid-L4 animals. During outcrossing procedure, RNA was isolated from three to four independent lines. Every sample contained 25–30 mid-L4 animals. The mid-L4 stage was chosen for synchronization purposes and to acquire enough RNA. RNA was extracted using an Arcturus PicoPure RNA Isolation Kit (KIT0204; Thermo Fisher Scientific). Sequencing libraries were constructed using a TruSeq RNA Library Prep Kit v2 (RS-122-2001/2; Illumina). Libraries were sequenced using a NextSeq 500 system and a NextSeq 500/550 High Output Kit v2 (Illumina).

RNA sequencing results were analysed using Galaxy (v22.01.1.dev0). FastQC (v.0.11.9) was performed to test read quality. Reads were trimmed with Trimmomatic (v.0.38), Illuminaclip (Truseq3 single-end, default), crop (73). RNA star (2.7.8a) was used to align reads. Htseq-count(0.9.1) was used to count mapped reads to the C. elegans genome (WS220). DESeq2 (v1.34.0) was used to determine differentially expressed genes (DEGs) and to generate PCA plots for the environmental data (Figs 3F and G and 4C).

Principle component analysis was conducted with Python package skikit-learn for transcriptomic data across generations (Fig 2E and F). DEGs were acquired by comparing each group (wt-ctrl, WT-des, and MUT-des) using EdgeR (Robinson et al, 2010). The DEGs were clustered using hierarchical clustering implemented in R. Ward’s criterion for genes with 1—(correlation coefficient) was used as a distance measure. A clustering heatmap was drawn using a z-score that is scaled across samples for each gene. Genes with a false discovery rate < 0.05 and log_2_fold change > 1.0 were selected as DEGs.

For outcrossing and environmental procedures, aligned reads were between 21.2 M and 13.6 M pr. sample on average, respectively.

### ChIP sequencing and analysis

Every chromatin sample consisted of exactly 100 L4 animals (mix of two independent lines, 50 animals each). The samples were washed two times in M9 (in protein low-bind tubes). The samples were left on a shaking table for 1 h to purge worm guts from bacteria, followed by two washes in M9. The M9 was aspirated until 400 μl was left and 100 μl of 10% PFA (methanol-free) was added to the samples followed by 30 min rotation at RT. 55 μl of Tris–HCL (pH 7.5) was added to quench reaction. Worms were washed three times in ice-cold M9 and spun down at max speed for 1 min (tabletop centrifuge) between each wash. All liquid was aspirated, and the samples were kept at −80°C until further processing.

Spike-in ChIPseq was carried out as previously described Godfrey et al (2019) with minor modifications. Briefly, 100 fixed worms were used as the starting material and mouse embryonic stem cells were used for spike-in. The samples were sonicated using a Covaris E220evolution to 100–500 bp. DNA was purified using QIAGEN minElute PCR purification columns and DNA libraries were generated using the NEB Next Ultra DNA library preparation kit for Illumina (Cat no. E7370). The samples were sequenced by 41 bp paired-end reads on the Illumina NextSeq 500 platform. 1 μl H3K4me3 antibody (same as for western blot procedure) was used per ChIP reaction.

For Spike-IN ChIPseq, paired-end reads were processed with trim_galore (Martin, 2011) followed by mapping to the ce11 and mm10 genomes using bowtie1/1.1.2 (Langmead et al, 2009). PCR duplicates were removed from uniquely mapping reads using samtools/1.10 (Li et al, 2009). The spike-in normalization factor was derived as previously described Orlando et al (2014) and further corrected using the ratio of mm10/ce11 total read counts in the corresponding inputs (Fursova et al, 2019). Peaks were called for each sample using macs2/ 2.1.1.20160309 (Zhang et al, 2008) and further processed using bedtools/2.30.0 (Quinlan & Hall, 2010). In each condition, peaks found in all three biological replicates were used for further analysis. Peaks found in all conditions were combined to generate a union of peaks—“All-peaks” or intersected to generated “Common-peaks.” deeptools/3.2.1 (Quinlan & Hall, 2010) was used to generate Spike-In-normalized BigWigs using a bin size of 10 bp while excluding blacklisted regions (ce11.v2) (Amemiya et al, 2019). These were used for downstream analysis to generate enrichment, PCA, and correlation plots using deeptools/3.2.1 (Quinlan & Hall, 2010). BigWigs were visualized using IGV/2.13.0 (Robinson et al, 2011). ChIPseq samples and publicly available data were processed in the same manner with RPKM normalization used instead and two biological replicates for the H3K4me3 ChIPseq in L4 stage larvae.

### Material and Correspondence

For data request, correspondence should be addressed to Anna Elisabetta Salcini or Steffen Abay-Nørgaard.

## Data Availability

RNA-seq and ChIP-seq data are in GEO (https://www.ncbi.nlm.nih.gov/geo/), Gene Expression Omnibus Accession GSE215921. The following publicly available dataset was used: H3K4me3 ChIPseq in L4 adult worms (Jänes et al, 2018), Gene Expression Omnibus Accession GSE114440.

## Supplementary Material

Reviewer comments

# Supplementary material for: Inter and transgenerational impact of H3K4 methylation in neuronal homeostasis
**Source:** Life Sci Alliance. 2023 May 24;6(8):e202301970. doi: 10.26508/lsa.202301970
**Supplement:** Supplementary file 2

**Supplementary Table 2: Neuroanatomical analysis**

**Neurons ctrl Heat F1 Heat F2 Heat F3 Starvation Maternal Age**

**AVK^A^**  0% 1%n.s 1%n.s 2%n.s 0%n.s 0%n.s

**PVP^A^**  7% 17%** 17%** 15%* 5%n.s 28%***

**PVQ^A^** 5% 16%* 27%**** 29%**** 9%n.s 24%****

**HSN^A^** 5% 15%** 14%** 17%**** 5%n.s 9%n.s

**HSN^B^** 4% 16%** 15%* 12%n.s 14%** 7%n.s

**VD&DD^C^** 28% 38%n 34%n.s. 28%n.s 31%n.s 24%n.s

**ALM^D^** 0% 0%n.s 1%n.s 0%n.s 0%n.s 0%n.s

**AVM^E^** 0% 1%n.s 1%n.s 0%n.s 0%n.s 0%n.s

**PLM^D^** 3% 5%n.s 5%n.s 2%n.s 7%n.s 4%n.s

**PVM^E^** 3% 8%n.s. 4%n.s 1%n.s 7%n.s 4%n.s

**^A^**Axons fail to respect the ventral midline and defasciculates

**^B^**Cell bodies fail to reach position at midbody before the vulva

**^C^**Axons extends commissures on the on wrong side of the animal

**^D^**Axons defasciculate and extend towards the ventral or dorsal nerve cord

**^E^**Cell body misplaced from its ventral sublateral position and/or axon extends posteriorly or anteriorly before reaching the ventral nerve cord

# Supplementary material for: Inter and transgenerational impact of H3K4 methylation in neuronal homeostasis
**Source:** Life Sci Alliance. 2023 May 24;6(8):e202301970. doi: 10.26508/lsa.202301970
**Supplement:** Supplementary file 3

**Strain list**

**Strain Genotype times outcrossed**

N2 bristol wild type -

ZR1263 *oyIs14*[*sra-6p::GFP*] V 3

ZR1264 *hdIs26*[*odr-2p::CFP + sra-6::DsRed2*] III 3

ZR1057 *zdis5*[*mec-4p::GFP*] I 3

ZR1058 *oxIs12*[*unc-47p::GFP*] X 3

ZR1060 *zdIs13*[*tph-1p::GFP*] IV 3

ZR1064 *set-2(zr1208)*[*Y1397F-isoA*]*)* III 5

ZR1065 *set-2(zr1208)* III; *oyIs14* V -

ZR1166 *set-2(zr1208)* *hrde-1(tm1200)* III; *oyIs14* V -

ZR1124 *set-2(zr2012)*[*R1842W-isoA*]*)* III; *oyIs14* V 5

ZR1171 *hrde-1(tm1200)* III; *oyIs14* V -

ZR1084 *ash-2(tm1905)* II; *oyIs14* V 3

ZR75 *unc-6(ev400)* X; *oyIs14* V 1

ZR1265 *set-16(zr1804*[*H2410K*]*)* III 5

ZR1266 *set-16(zr1804)* III; *oyIs14* V -

ZR1161 *daf-2(e1370)* III; *oyIs14* V -

ZR1167 *daf-16(mu86)* I; *oyIs14* V -

How the deposited data were processed for this re-analysis (not part of the article)

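The 58 RNA-seq libraries are 22 from outcross lines at F3 and F5 and 36 from progeny of parents of different age, temperature or mating, all from L4 animals. According to the authors, reads were checked with FastQC 0.11.9, trimmed with Trimmomatic 0.38, aligned to the WS220 genome with RNA STAR 2.7.8a and assigned to genes with htseq-count 0.9.1, and the deposited values are the raw count per gene. The strand setting and overlap mode of the counting are not given in the sources used here. Each library holds the same entries, of which 3832 are named by a transcript, and 1738 genes have more than 1 entry. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and statmod 1.5.0. Genes with low counts were removed with the default filter of edgeR, which left 15828 genes in the outcross libraries, 15872 without WT-ctrl F5 replicate 2, and 15306 in the others. Each experiment was fitted with 1 quasi-likelihood model of all its groups, with TMM factors and robust dispersion. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1, and log2 CPM used a prior count of 2. MUT-des and WT-ctrl were compared at each generation and over both, and WT-des and WT-ctrl at each generation, and the dependence on generation, on *set-2* and on the cross was tested by interaction terms.

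Distances, slopes and scores per library were compared by exact permutation tests. Gene lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, over lists with at least 3 genes tested. The 25 lists were H3K4 methylation machinery, other histone methylation, histones, small RNA pathway, major sperm proteins, other sperm genes, oocyte and eggshell, germline and meiosis, vitellogenins, cuticle collagens, molting, hedgehog-related, heat shock and chaperones, axon guidance, pan-neuronal, neuropeptides and insulins, intestine markers, muscle markers, male-enriched, L4 vulva and somatic gonad, innate immunity, detoxification, DAF-16 class I targets, F-box and MATH/BTB, and ribosomal proteins, all written before the data were examined. The genes named are up to 10 higher and 10 lower with the smallest adjusted p among called genes whose groups do not overlap, the genes the paper names, the legible genes of Fig 2F, and up to 4 called members of each list, and a gene outside this rule is named only where a count of 5 or fewer calls for it. Not every gene of this rule is named, and the called genes hsp-16.2, perm-2 and col-103 are among those left out. Changes of 2-, 4- and 8-fold and a shifted list were tested on simulated data, in genes with a mean of at least 50 counts. The alternatives were DESeq2, RLE factors, library totals, no filter or a mean of at least 50 counts, only the groups compared, no fold threshold, replicate number as a block, and leaving out each library in turn. Where the number of splits of the libraries was over 100, 100 were drawn. The H3K4me3 sequencing, the Western blots and the neuron scoring were not analysed here. WT-ctrl F5 replicate 2 had 1271186 counts and outcross values are given without it as well as with it.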

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

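The tests of transcript-named entries and of germ cells were chosen only after the result was seen. So was the test that left *set-2* libraries out together. The other tests were set before the data were examined. For the tests that leave libraries out, the number of genes that stay called was to decide, and how far the fold change fell was taken into account only after the values were seen.

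In F1-back, 35 of the called genes are entries named by a transcript, which the paper does not discuss. They are 41.7% of the called genes against 9.88% of the genes tested (Fisher's exact test, p = 1.91e-14). Those called higher had a median log2 fold change against WT F1-1DOA of 3.26 in F1-back, between 2.24 and 2.94 in *set-2* F1-1DOA, F1-4DOA, F1-25°C and the crosses, and of 0.18 and 0 in WT F1-4DOA and F1-25°C. In crosses of young parents kept at 20°C it was 2.37, which argues against the temperature history of F1-back as the cause, and the 28 other genes called higher split alike (2.35 in F1-back, 1.43 to 2.60 in *set-2* and the crosses, 0.16 and 0.41 in WT F1-4DOA and F1-25°C). A difference in how reads were assigned to transcript-named entries would not account for those others, so a wider difference between 2 sets of libraries stays open for the genes called higher, since the labels give no batch, while the 22 called lower set them apart less (medians of −1.14 to −0.43 against −0.28 and −0.18).

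The genes called higher in WT F1-4DOA and F1-25°C may in part reflect animals further in development when sampled. Over 21 outcross libraries centred on their groups, the median correlation of these genes with the mean of 5 vitellogenins, whose expression starts late in larval development, was 0.468 for 353 genes of F1-4DOA and 0.319 for 589 of F1-25°C, where 95% of random sets stayed below 0.0704 and 0.064. The random sets were matched on expression only, so genes that vary together for any reason would pass, and this test cannot decide on stage. Other scaling moved the share higher by at most 1.96 and 5.31 percentage points, which argues against a few genes taking most of the counts. Without WT F1-1DOA replicate 4, 111 of the F1-4DOA genes stayed called (142, 211 and 290 without replicates 1, 2 and 3), as the median log2 fold change went from 1.87 to 1.82 and the standard error from 0.44 to 0.50, while at least 477 of the F1-25°C genes stayed. Without replicates 1, 2 and 3 the median standard errors were alike (0.485, 0.479 and 0.483), though the numbers of F1-4DOA genes that stayed called differed. The standard error alone therefore does not account for the lost calls, and whether 1 library set them cannot be told. A difference in stage stays open for both groups beside maternal age and temperature, whose direct effect was not tested.

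In *set-2* F1-4DOA, 669 genes were called lower and none of them was called in WT F1-4DOA. Their median correlation with the major sperm protein score over the 21 outcross libraries was 0.646 (635 genes, with 95% of random sets below 0.0126), as animals less far in development would give. The called-lower genes include other sperm genes, and the random sets were matched on expression only. Any cause that lowers sperm genes together would give such a value, so this test cannot decide on stage. Without *set-2* F1-1DOA replicate 2 and *set-2* F1-4DOA replicate 3, 281 of the 669 stayed called, as the median went from −1.30 to −1.03 and the standard error from 0.28 to 0.29, and 21 major sperm protein genes and 6 oocyte genes were still lower, so calls ended as the median came close to the threshold, and whether these libraries made the decrease cannot be told. None of 18 germline and meiosis genes fell below −0.709, which argues only against an equal loss of all germ cells as the cause of the whole decrease. The called-lower genes had been selected for a log2 fold change below −1, so a gap between them and another list is partly built in. A loss of sperm or oocytes alone cannot be judged from this list. A part of the decrease cannot be told apart either, since 11 of the 18 lay below 0 at a median of −0.256 and the others above. An effect of maternal age in *set-2* itself stays open.

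WT F1-1DOA replicate 4 had a total of 22723332 counts, far above the others of its group (8199862 to 10439517). WT-ctrl F5 replicate 2 lay at 174.1 on PC1 of all 22 outcross libraries, with the others of its group between −0.939 and 3.70, and at a slope toward MUT-des of −0.33, with the others between 0.105 and 0.117. *set-2* F1-4DOA replicate 2 lay at 3.533 for the mean of the genes called higher in WT F1-4DOA, with the others between 2.042 and 2.291. Of 47 sets of values, each of the 4 libraries of a group for 1 measure, 4 had such a distant value, from 3 libraries, and chance gives about 1 in 20. The response differed between *set-2* and WT for 187 genes with maternal age and 410 with 25°C, and between crosses and self-progeny for 89 genes, by interaction tests. The paper does not report the difference between *set-2* and WT F1-1DOA, for which 416 genes were called.

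Other splits of the same libraries were fitted by edgeR on only the groups compared. The rule, set before, was that under 0.05 of the splits gave as many genes. It was not adjusted for the number of comparisons, and 1 of 35 is the smallest share that 35 splits allow. The rule was met for MUT-des against WT-ctrl (22 genes, highest other split 11, 1 of 100 splits as large), WT F1-4DOA (413, 36, 1 of 35), WT F1-25°C (780, 31, 1 of 35), F1-back (160, 147, 1 of 35), *set-2* F1-4DOA (491, 3, 1 of 35), the crosses (4, 3, 1 of 35) and *set-2* against WT (59, 0, 1 of 35). Another split came close for F1-back (147 against 160) and for the crosses (3 against 4), so chance is not excluded for these. The interactions of *set-2* with 25°C (308, 19, 1 of 100) and of the crosses with maternal age (167, 95, 1 of 100) also met the rule. Their splits exchanged libraries of the 2 genotypes, or of crosses and self-progeny, within a condition. That puts the difference between them into the spread of the other splits, so these splits cannot exclude chance for an interaction. For *set-2* with maternal age the share is under 0.05 too (46, 315, 3 of 100), but it comes from drawn splits, and the other splits as large called 196 and 315 genes, so a structure of the samples stays open there. For WT-des with generation 4 of 100 splits gave as many (4 genes, highest other 13), but the fit of all libraries called 0 genes, so no response is reported there. Chance cannot be excluded for MUT-des at F3 (1, 36, 4 of 35) and F5 (1, 123, 5 of 35), WT-des at F3 (8, 61, 2 of 35) and F5 (0, 230, 35 of 35), WT-des F5 against F3 (1, 1, 2 of 35), WT-ctrl F5 against F3 (1, 36, 2 of 35) and *set-2* F1-25°C (90, 599, 2 of 35). For MUT-des F5 against F3 the 10 splits are too few (0 genes, highest other 0, 10 of 10). Other splits had high counts, such as 599 where *set-2* F1-1DOA replicate 2 joined 25°C libraries, 230 in WT-des F5 and 315 in the interaction. Their cause was not tested. The splits for WT-des F5 include the shallow WT-ctrl F5 replicate 2.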

How the results depend on the processing

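The alternatives without transcript-named entries, without 2 *set-2* libraries at a time, and without WT-ctrl F5 replicate 2 in comparisons that do not use it were chosen only after the results were seen. Over the results for whole comparisons, 179 of 271 values under another setting stayed on the same side of the threshold or within 1.5 times the number of genes, 87 moved further, 1 passed the threshold and 4 reversed. For 1 library left out at a time, 242 of 346 stayed, 90 moved, 1 passed the threshold and 13 reversed, and except where said the cause was not tested. Of 1347 values of the 70 named genes in a comparison, 1143 kept their side of the threshold, 181 lost the call, 23 gained it and 0 reversed. The numbers of called genes as reported were 31 in MUT-des, 5 in MUT-des F3, 9 in MUT-des F5, 0 in WT-des F3, 0 in WT-des F5, 1 in WT-des F5 against F3, 0 in WT-ctrl F5 against F3, 0 in MUT-des F5 against F3, 0 in the generation interaction, 374 in WT F1-4DOA, 764 in WT F1-25°C, 84 in F1-back, 916 in *set-2* F1-4DOA, 455 in *set-2* F1-25°C, 10 in the crosses, 187 in the *set-2* by maternal age interaction, 410 in the *set-2* by 25°C interaction, 89 in the cross by maternal age interaction and 416 in *set-2* against WT, all in the fit of all libraries.

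With DESeq2 on the same libraries the numbers were 64 in MUT-des, 20 in MUT-des F3, 48 in MUT-des F5, 6 in WT-des F3, 5 in WT-des F5, 172 in WT-des F5 against F3, 31 in WT-ctrl F5 against F3, 287 in MUT-des F5 against F3, 1 in the generation interaction, 31 in the crosses, 493 in the *set-2* by maternal age interaction and 246 in the cross by maternal age interaction. With DESeq2 on only the groups compared they were 69 in MUT-des, 34 in MUT-des F3, 95 in MUT-des F5, 22 in WT-des F3, 4 in WT-des F5, 209 in WT-des F5 against F3, 52 in WT-ctrl F5 against F3, 302 in MUT-des F5 against F3, 8 in the generation interaction, 161 in F1-back, 44 in the crosses and 470 in the cross by maternal age interaction, and the share higher at 25°C was 78.1%. With edgeR on only the groups compared, which has fewer libraries to estimate the spread from, they were 1 in MUT-des F3, 1 in MUT-des F5, 8 in WT-des F3, 1 in WT-ctrl F5 against F3, 4 in the generation interaction, 160 in F1-back, 491 in *set-2* F1-4DOA, 90 in *set-2* F1-25°C, 4 in the crosses, 46 in the *set-2* by maternal age interaction, 167 in the cross by maternal age interaction and 59 in *set-2* against WT. With a mean of at least 50 counts, and so fewer genes tested, they were 19 in MUT-des, 20 in MUT-des F5 against F3, 225 in WT F1-4DOA, 390 in WT F1-25°C, 34 in F1-back, 229 in *set-2* F1-25°C, 1.2e+02 (rounded) in the *set-2* by maternal age interaction, 44 in the cross by maternal age interaction and 195 in *set-2* against WT, and the share higher at 25°C was 73.8%. With no filter on low counts they were 1 in WT-des F5, 3 in MUT-des F5 against F3, 6 in the crosses and 51 in the cross by maternal age interaction. With no fold change threshold they were 57 in MUT-des, 1262 in WT F1-25°C, 3447 in *set-2* F1-4DOA, 1229 in *set-2* F1-25°C and 1819 in *set-2* against WT, and the shares higher were 94.7% in F1-4DOA and 70.7% at 25°C, against 97.3% and 81.4%. With library totals they were 3 in MUT-des F3, 0 in WT-des F5 against F3 and 1 in WT-ctrl F5 against F3, the share higher at 25°C was 86.7%, and 8 gene lists passed in WT-des F5 against 5. With RLE factors the number was 22 in MUT-des F5 against F3, and with F3 and F5 pooled in an exact test it was 49 in MUT-des. Library totals moved the median log2 fold change of all genes by 0.10 in MUT-des and in WT-ctrl F5 against F3, by 0.12 in MUT-des F5 and in WT-des F5 against F3, and by 0.17 in the *set-2* by 25°C interaction. Replicate numbers as a block gave 2 in WT-ctrl F5 against F3, 14 in MUT-des F5 against F3 and 46 in the cross by maternal age interaction, and 8 gene lists in MUT-des against 5, but libraries of 1 number in 2 groups were not alike throughout (the correlations between them went from −0.648 to −0.0308 in *set-2* F1-25°C), so the numbers were not taken as pairing. Without transcript-named entries F1-back had 43 called genes, and the share higher at 25°C was 77.4%. Without *set-2* F1-1DOA replicate 2 and *set-2* F1-4DOA replicate 3, 369 in *set-2* F1-4DOA and 1 in the *set-2* by maternal age interaction. By camera with an estimated correlation 0 lists passed anywhere (fry below). At the preset one 5 passed in MUT-des, 13 in WT-des F3, 5 in WT-des F5 and 3 in the generation interaction. So did 11 in WT F1-4DOA, 11 in WT F1-25°C, 7 in F1-back and 10 in the crosses. So did 13 in *set-2* F1-4DOA and 9 in *set-2* F1-25°C. In the *set-2* by maternal age, *set-2* by 25°C and cross by maternal age interactions 16, 10 and 8 did. With separate F1-1DOA libraries F1-4DOA and F1-25°C shared 9.83 genes on average, from 1 to 28, against 221.

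The difference in position of WT-des between F3 and F5, −0.0737 over all 22 libraries, became −0.335 with the genes called in the other generation, which are different genes for F3 and F5, and reversed to 0.0723 against all 8 WT-ctrl libraries. Leaving out 1 library it ranged from −0.198 without WT-ctrl F5 replicate 4 to 0.104 without MUT-des F3 replicate 2, and it also reversed without WT-ctrl F5 replicate 2 (0.0334) and MUT-des F5 replicate 2 (0.00768). The difference in distance, 2.56 over all libraries, reversed to −3.32 with only the most variable genes and to −28.5 from the mean of the own generation (exact permutation test, two-sided p = 0.0286), which at F5 includes the distant WT-ctrl F5 replicate 2. Without that library the distance from the mean of the own generation differed by −12.2 (exact permutation test, two-sided p = 0.286), a setting chosen after the results were seen. Leaving out 1 of the 22 libraries, of which only the WT-ctrl F5 ones were chosen before the results were seen, it ranged from −20 without WT-ctrl F5 replicate 2 to 10.2 without WT-ctrl F3 replicate 2. It also reversed without WT-ctrl F5 replicates 3 (−3.81) and 4 (−1.35), WT-des F3 replicate 2 (−5.43), MUT-des F3 replicate 3 (−0.833) and WT-des F5 replicates 2 (−2.85) and 3 (−1.51). On PC1 of the environment data, F1-4DOA lay 30.5 to 35.8 and F1-25°C 30.3 to 36.5 above F1-1DOA when 1 library was left out. F1-back lay between −6.85 and 2.36 from F1-1DOA, and was above it without F1-1DOA replicate 3 (1.35), F1-back replicate 3 (1.52) or F1-back replicate 4. The share higher ranged from 87.1% to 98.6% in F1-4DOA and from 69.9% to 81.7% at 25°C. The median in *set-2* of the genes called higher in WT ranged from −0.302 (without *set-2* F1-4DOA replicate 2) to 0.322 for F1-4DOA and from 0.0886 to 0.594 for F1-25°C, and in the crosses from −0.25 to 0.258.

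The number of called genes without 1 library at a time was as follows. For MUT-des it ranged from 20 to 43, with 20 without MUT-des F5 replicate 3. For MUT-des F3 it ranged from 0 to 14, with 0 without WT-ctrl F3 replicate 1, 0 without WT-ctrl F3 replicate 3, 0 without MUT-des F3 replicate 1, 0 without MUT-des F3 replicate 3, 3 without WT-ctrl F3 replicate 4, 8 without WT-ctrl F5 replicate 2 and 14 without MUT-des F3 replicate 2. For MUT-des F5 it ranged from 0 to 5, with 0 without MUT-des F5 replicate 2, 0 without MUT-des F5 replicate 3, 0 without MUT-des F5 replicate 1, 1 without WT-ctrl F5 replicate 4, 4 without WT-ctrl F5 replicate 1, 4 without WT-ctrl F5 replicate 3 and 5 without WT-ctrl F5 replicate 2. For WT-des F3 it ranged from 0 to 1, with 1 without WT-ctrl F5 replicate 2. For WT-des F5 it ranged from 0 to 1, with 1 without WT-ctrl F5 replicate 2 and 1 without WT-ctrl F5 replicate 4. For WT-des F5 against F3 it ranged from 0 to 6, with 0 without WT-des F3 replicate 2, 0 without WT-des F5 replicate 1 and 6 without WT-des F3 replicate 4. For WT-ctrl F5 against F3 it stayed at 0. For MUT-des F5 against F3 it ranged from 0 to 90, with 8 without WT-ctrl F5 replicate 2, 64 without MUT-des F3 replicate 1 and 90 without MUT-des F3 replicate 2. For the generation interaction it stayed at 0. For WT F1-4DOA it ranged from 112 to 418, with 112 without WT F1-1DOA replicate 4, 150 without WT F1-1DOA replicate 1, 217 without WT F1-4DOA replicate 3 and 219 without WT F1-1DOA replicate 2. For WT F1-25°C it ranged from 465 to 891, with 465 without WT F1-25°C replicate 1. For F1-back it ranged from 60 to 67. For *set-2* F1-4DOA it ranged from 445 to 1514, with 445 without *set-2* F1-1DOA replicate 2, 601 without *set-2* F1-4DOA replicate 4, 1400 without *set-2* F1-1DOA replicate 4, 1449 without *set-2* F1-4DOA replicate 2 and 1514 without *set-2* F1-1DOA replicate 1. For *set-2* F1-25°C it ranged from 286 to 895, with 286 without *set-2* F1-1DOA replicate 4, 292 without *set-2* F1-25°C replicate 4, 730 without *set-2* F1-25°C replicate 3 and 895 without *set-2* F1-1DOA replicate 2. For the crosses it ranged from 0 to 19, with 0 without cross 1DOAx1DOA replicate 3, 0 without cross 1DOAx4DOA replicate 2, 0 without cross 1DOAx4DOA replicate 4, 0 without cross 1DOAx4DOA replicate 3, 5 without cross 1DOAx4DOA replicate 1 and 19 without cross 1DOAx1DOA replicate 2. For the *set-2* by maternal age interaction it ranged from 40 to 1219, with 40 without *set-2* F1-4DOA replicate 4, 46 without WT F1-1DOA replicate 1, 47 without WT F1-4DOA replicate 4, 50 without *set-2* F1-1DOA replicate 2, 50 without *set-2* F1-4DOA replicate 1, 82 without WT F1-1DOA replicate 4, 94 without WT F1-1DOA replicate 2, 99 without WT F1-4DOA replicate 3, 101 without *set-2* F1-4DOA replicate 3, 285 without WT F1-1DOA replicate 3, 444 without WT F1-4DOA replicate 1, 611 without *set-2* F1-1DOA replicate 4 and 1219 without *set-2* F1-4DOA replicate 2. For the *set-2* by 25°C interaction it ranged from 196 to 533, with 196 without WT F1-1DOA replicate 2, 215 without WT F1-25°C replicate 1 and 216 without WT F1-1DOA replicate 1. For the cross by maternal age interaction it ranged from 8 to 204, with 8 without WT F1-1DOA replicate 4, 10 without cross 1DOAx4DOA replicate 2, 11 without WT F1-1DOA replicate 1, 12 without WT F1-4DOA replicate 3, 13 without cross 1DOAx1DOA replicate 4, 20 without cross 1DOAx4DOA replicate 3, 28 without cross 1DOAx4DOA replicate 1, 34 without cross 1DOAx1DOA replicate 3, 45 without WT F1-4DOA replicate 4, 47 without WT F1-1DOA replicate 2, 49 without WT F1-4DOA replicate 2 and 204 without WT F1-4DOA replicate 1. For *set-2* against WT it ranged from 154 to 689, with 154 without WT F1-1DOA replicate 1, 224 without WT F1-1DOA replicate 2, 240 without *set-2* F1-1DOA replicate 3 and 689 without *set-2* F1-1DOA replicate 1. The shallowest libraries were WT-ctrl F5 replicate 2, with 1271186 counts, and *set-2* F1-4DOA replicate 3, with 2819460, and whether depth limits the counts of genes elsewhere was not tested.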

Differences from the paper's values

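All alternatives named here were set before the data were examined, and figure values were read by eye. The counts of genes use the thresholds of the Fig 3G legend, with edgeR where the paper used DESeq2. In F1-4DOA the paper gives about 4 genes lower in Fig 3G, read by eye, against 10 here, and 6 of 17 alternatives come within 1.5 times the paper's value. These are a mean of at least 50 counts (6), edgeR on only the groups compared (6), and leaving out F1-1DOA replicate 2 (6) or 4 (4) or F1-4DOA replicate 2 (4) or 3 (6), and the others gave 8 to 54. In F1-back the paper gives about 4 genes higher and about 1 lower in Fig 3G, read by eye, against 62 and 22 here, and none of 17 alternatives comes within 1.5 times either value (20 to 103 higher, 8 to 61 lower). On the outcross PCA the paper gives about 52% on PC1 and about 9% on PC2 in Fig 2E, read by eye, against 32% and 18.9% here. With only the most variable genes PC1 held 42.3%, the 1 of 6 alternatives within 1.5 times the paper's value, and none of the 6 comes that close on PC2 (17.2 to 26.1).

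The paper states that F5 WT-des lay closer to the WT controls than F3 WT-des. Here the distance from the mean of all WT-ctrl was 36.7 in F5 and 39.3 in F3 over all 22 libraries. Over the 21 libraries without WT-ctrl F5 replicate 2 it was 48.7 and 28.8, the other way round. Both differences lay within the spread of the lines. WT-ctrl lines themselves lay at 36.9 in F5 and 28.7 in F3 over the 21 libraries. That mean pools both generations, which fell on opposite sides of PC1, and the components differ from the paper's. These distances therefore cannot decide on the paper's statement, which also rests on its heatmap. The paper shows 3 WT-ctrl libraries at F5, where 4 are deposited.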

Other observations

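The comparison of *set-2* with WT F1-1DOA, which the paper does not make, had 262 genes called higher and 154 lower, a total of 416 that ranged from 154 without WT F1-1DOA replicate 1 to 689 without *set-2* F1-1DOA replicate 1. Of these, 49 are entries named by a transcript, and WT F1-1DOA and all *set-2* groups fall in different sets by the level of such entries, so the genotype is not separated from a difference between sets of libraries. The glycosyltransferase gene gly-1 had a log2 fold change of −3.67 (standard error 0.43, edgeR adjusted p = 9.08e-07). The H3K4 methyltransferase gene set-16 was called lower, with 32.95 ± 17.7 CPM (SD, n = 4) against 70.7 ± 11.3 in WT (n = 4) and edgeR adjusted p = 0.0225. In *set-2* F1-25°C, 29 of 143 cuticle collagens were called higher and 0 lower, and 36 and 1 when adjusted over the list alone (limma camera adjusted p = 1.53e-15, adjusted p = 0.615 with an estimated correlation). Vitellogenins had 2 called lower of 5 there, 2 also when adjusted over the list alone, among them vit-4 at −3.02 (standard error 0.62, edgeR adjusted p = 0.00309). In *set-2* F1-4DOA the small heat shock gene hsp-16.41 was called higher, with 33.3 ± 33.6 CPM (SD, n = 4) against 1.24 ± 1.02 in F1-1DOA (n = 4), and the spread of the first group was as large as its mean. In F1-back, of 89 neuropeptide and insulin genes, 18 germline and meiosis genes and 19 small RNA pathway genes none was called by edgeR or DESeq2, with 12, 5 and 7 under an unadjusted p of 0.05. Their medians were −0.27, 0.30 and 0.31 (limma camera adjusted p = 9.82e-09, 1.39e-05 and 2.81e-05, adjusted p = 0.646 with an estimated correlation for each).

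Several lists set before the data were examined had no called gene in WT F1-4DOA, by edgeR or DESeq2. These were H3K4 methylation machinery (14 tested, median −0.067, 1 gene under an unadjusted p of 0.05), other histone methylation (11, 0.041 with a change of sign under library totals, 0), small RNA pathway (19, −0.034, 0), germline and meiosis (18, −0.099, 0) and histones (29, −0.26, 2). So did molting (18, −0.19 with a mean of 0.023, 3), pan-neuronal genes (14, 0.049 with a change of sign under library totals, 0), intestine markers (13, 0.30, 4), muscle markers (12, 0.35, 5) and male-enriched genes (3, −0.30, 0). L4 vulva and somatic gonad genes (14, −0.040, 2), DAF-16 class I targets (14, 0.28, 4), ribosomal proteins (68, 0.11, 0), major sperm proteins (30, −0.085, 0) and other sperm genes (34, −0.23, 4) had none either. Axon guidance genes had 0 called by edgeR (44, −0.012, 2) and 1 lower by DESeq2. In WT F1-25°C, H3K4 methylation machinery had 0 of 14 called at a median of 0.074, with 0 under an unadjusted p of 0.05 and 0 by DESeq2. Other histone methylation, small RNA pathway, germline, pan-neuronal, intestine, muscle and L4 vulva genes had 0 called there by edgeR and DESeq2 too, with 2, 2, 1, 0, 3, 1 and 3 under an unadjusted p of 0.05. Histones had 1 called higher (his-38), other sperm genes 1 (ssp-37) and neuropeptides 1 (nlp-28), with 1, 0 and 1 when adjusted over the list alone. In the crosses, major sperm protein genes had a median of −0.35 with 0 called by edgeR and DESeq2 and 0 under an unadjusted p of 0.05 (limma camera adjusted p = 3.9e-06, adjusted p = 0.723 with an estimated correlation). By fry, none of the 25 lists passed in MUT-des, WT-des F3, WT-des F5, the generation interaction, F1-back or the crosses. It passed 12 lists in *set-2* F1-4DOA, 6 in WT F1-25°C, 3 in WT F1-4DOA and 1 in *set-2* F1-25°C. In the interactions it passed 9 for *set-2* with maternal age, 2 for *set-2* with 25°C and 2 for the crosses. Camera with an estimated correlation passed 0 in all of these, so the list results depend on the test.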
